# A Bifunctional Synthetic Peptide With Antimicrobial and Plant Elicitation Properties That Protect Tomato Plants From Bacterial and Fungal Infections

**DOI:** 10.3389/fpls.2021.756357

**Published:** 2021-10-18

**Authors:** Laura Montesinos, Beatriz Gascón, Lidia Ruz, Esther Badosa, Marta Planas, Lidia Feliu, Emilio Montesinos

**Keywords:** bifunctional peptide, antimicrobial, plant defense elicitor, plant disease, tomato

## Abstract

The hybrid peptide BP178 (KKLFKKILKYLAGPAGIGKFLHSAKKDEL-OH), derived from BP100 (KKLFKKILKYL) and magainin (1–10), and engineered for plant expression, had a strong bactericidal activity but not fungicidal. Moreover, the preventive spray of tomato plants with BP178 controlled infections by the plant pathogenic bacteria *Pseudomonas syringae* pv. tomato and *Xanthomonas campestris* pv. vesicatoria, as well as the fungus *Botrytis cinere*a. The treatment of tomato plants with BP178 induced the expression of several genes according to microarray and RT-qPCR analysis. Upregulated genes coded for several pathogenesis-related proteins, including PR1, PR2, PR3, PR4, PR5, PR6, PR7, PR9, PR10, and PR14, as well as transcription factors like ethylene transcription factors, WRKY, NAC and MYB, involved in the salicylic acid, jasmonic acid, and ethylene-signaling pathways. BP178 induced a similar gene expression pattern to flg15 according to RT-qPCR analysis, whereas the parent peptide BP100 did not trigger such as a strong plant defense response. It was concluded that BP178 was a bifunctional peptide protecting the plant against pathogen infection through a dual mechanism of action consisting of antimicrobial activity against bacterial pathogens and plant defense elicitation on plant host.

## Introduction

Chemical control with conventional pesticides is an important part of the management of bacterial and fungal diseases of plant crops, but their extensive use has a negative environmental impact and often results in the emergence of resistance within the pathogen population (McManus et al., 2002; Brent and Hollomon, 2007; Sundin et al., 2016). Biological control appears to be an alternative or complement to the use of chemical pesticides, and several bacterial and fungal strains are commercialized as microbial biopesticides (Johnson and Temple, 2013; Montesinos and Bonaterra, 2017). Similarly, nonmicrobial biopesticides offer great possibilities for a sustainable disease management, and antimicrobial peptides (AMPs) have been proposed as novel pesticides to overcome problems due to fungal and bacterial plant pathogens (Montesinos et al., 2012; Zeitler et al., 2013; Datta et al., 2015; Badosa et al., 2017; Li et al., 2021). In addition, the conventional management of plant bacterial and fungal diseases has been based on targeting directly plant pathogens, but considerable efforts are oriented to identify compounds that activate the immune system of the plant (Tripathi and Dubey, 2004; Reignault and Walters, 2007; Thakur and Sohal, 2013; Abdul Malik et al., 2020). Thus, crop disease protection is currently oriented to a multitarget approach, consisting of pathogen inactivation and plant defense stimulation.

Plants have evolved several defense strategies to protect themselves from biotic and abiotic stresses (Montesano et al., 2003; Nejat and Mantri, 2017; Lamers et al., 2020). These responses include a set of induced mechanisms at the tissular level, like the rapid and localized cell death, termed hypersensitive response, and the production and accumulation of near 17 families of pathogenesis-related (PR) proteins (van Loon et al., 1994; Christensen et al., 2002; Jiang et al., 2015). PR expression is known to be regulated by defense or stress-signaling molecules and by abiotic agents (Jiang et al., 2015). In addition, plants have the ability to recognize microbe-associated molecular patterns (MAMPs) or pathogen-associated molecular patterns (PAMPs) that trigger a cascade of reactions conferring disease resistance (Albert, 2013; Beunouaret et al., 2014). Some examples of MAMPs/PAMPs include bacterial flagellin, peptidoglycans, lipopolysaccharides, cell wall glucans, fungal chitin, and sterols, among several compounds (Mishra et al., 2012; Gao et al., 2015). These MAMPs are recognized by pattern recognition receptors (PRRs) and elicit basal resistance referred to as PAMP/MAMP-triggered immunity (PTI-MTI) (Ausubel, 2005; Newman et al., 2013; Gao et al., 2015; Saijo et al., 2018). Apart from microbial elicitors, plants sense damage-associated molecular patterns (DAMPs), a plant-derived type of molecules like systemin (Boller and Felix, 2009; Albert, 2013). Besides the induction of locally restricted responses, plants have the ability to induce systemic defense responses, the so-called systemic acquired resistance (SAR) and induced systemic resistance (ISR), generally termed as induced resistance (IR). IR involves three main signaling transduction pathways, mediated by the phytohormones salicylic acid (SA), jasmonic acid (JA), and ethylene (Park et al., 2007; Rivas-San and Plasencia, 2011; Pieterse et al., 2014; Dhar et al., 2020). The application of chemical or biological elicitors to plants (e.g., harpins, acibenzolar-*S*-methyl, and fosetyl-Al) has been reported to protect plants from biotic stresses (Bektas and Eulgem, 2015; Badosa et al., 2017).

In the past years, there has been intensive research to identify plant defense elicitors from natural origin, and several functional peptides have been reported. This is the case of bacterial flagellin, which has been shown to act as a plant defense elicitor (Meindl et al., 2000), because the perception of bacterial flagellin by plant cells leads to the induction of defense-related genes followed by an oxidative burst, callose deposition, and ethylene production (Gómez-Gómez and Boller, 2002). Interestingly, analogs of flagellin (flg22 or flg15) and several natural or synthetic peptides were reported to trigger innate immunity in plants (Meindl et al., 2000; Brotman et al., 2009; Wei et al., 2017; Czékus et al., 2021). In this context, flg15 induced ROS production and the expression of several genes involved in salicylic acid, jasmonic acid, and ethylene-signaling pathways in tomato plants (Robatzek et al., 2007; Caravaca-Fuentes et al., 2021).

Our group has developed several families of peptides derived from natural compounds or *de novo* designed. Our goal was to find short sequences with high antimicrobial activity, low toxicity, and high stability to protease degradation (Montesinos et al., 2012). In particular, we designed and synthesized a library of linear undecapeptides (CECMEL11) (Ferré et al., 2006; Badosa et al., 2007), from which we identified sequences with an excellent biological activity profile that have been used successfully to control diseases caused by fungal and bacterial plant pathogens of economic importance (Badosa et al., 2007, 2009; Baró et al., 2020). Several peptide conjugates from members of the CECMEL11 library, like BP358 (containing flg15 and BP16), showed antimicrobial and plant defense elicitation activities in the *Erwinia amylovora*/pear pathosystem (Caravaca-Fuentes et al., 2021).

In addition, we designed a family of hybrid peptides to be produced in plant systems. Among them, BP178 (KKLFKKILKYL-AGPA-GIGKFLHSAK-KDEL-OH), incorporating BP100 (KKLFKKILKYL), magainin (1–10), an AGPA hinge for connecting both, and a KDEL endoplasmic reticulum retention signal, exhibited a strong bactericidal effect against several plant pathogenic bacteria and a very slight toxicity, but gave an HR-type reaction in tobacco leaves (Badosa et al., 2013). The peptide was expressed in the transgenic rice seed endosperm and protected seedlings from bacterial infection, but the protective effect was not completely explained by its antimicrobial properties (Montesinos et al., 2017).

In the present study, we planned to elucidate the mechanism of action of BP178 and whether it is able to trigger plant defense responses in tomato as a model plant. Specifically, the aim of this work was to determine if the topical application of the peptide to plants (1) protects against bacterial and fungal infection and (2) induces defense and stress-related gene expression. The effect of BP178 was compared to the plant defense elicitor peptide flg15, which has no antimicrobial activity, and to the parent bactericidal undecapeptide BP100 with bactericidal but no defense elicitor activity.

## Materials and Methods

### Bacterial and Fungal Strains and Growth Conditions

The bacterial pathogens *Xanthomonas campestris* pv. vesicatoria Xcv206 (Xcv) (D. F. Ritchie, Department of Plant Pathology, North Carolina State University) and *Pseudomonas syringae* pv. tomato DC3000 (Pto) (J. Murillo, Plant Pathology, Public University of Navarra, Spain), and the necrotrophic fungus *Botrytis cinerea* (Bc) (CECT 20518) were used. Bacterial strains were cultured in LB agar for 24 h at 28°C and scrapped from the surface to prepare suspensions adjusted to 10^8^ CFU/ml. Bc was grown on potato dextrose agar (PDA) for 10 days at 23°C. Spores were collected by spreading sterile distilled water containing 0.01% (v/v) tween-20 onto the surface of the plate. The spore suspension was filtered through three layers of sterile cheesecloth and adjusted to 5 × 10^5^ spores/ml.

### Synthesis of Peptides

Peptides BP178 (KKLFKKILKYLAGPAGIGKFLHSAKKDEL-OH), flg15 (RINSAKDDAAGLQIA-OH), and BP100 (KKLFKKILKYL-NH_2_) were synthesized using the solid phase procedure as previously described (Badosa et al., 2007, 2013; Caravaca-Fuentes et al., 2021) (Supplementary Figure 1). An Fmoc-Rink-MBHA resin (0.55 mmol/g) was used for the synthesis of BP100, and a PAC-ChemMatrix resin (0.66 mmol/g) for the synthesis of flg15 and BP178. Once the peptidyl sequences were completed, the resulting resins were treated with trifluoroacetic acid (TFA)/H_2_O/triisopropylsilane (TIS) (95:2.5:2.5) for 2 h at room temperature. Following TFA evaporation and diethyl ether extraction, the crude peptides were dissolved in H_2_O, lyophilized, analyzed by HPLC, and characterized by mass spectrometry. BP178 *t*_R_ = 6.50 min (90% purity); MS (MALDI-TOF) *m/z*: 3,242.7 [M + H]^+^. flg15 *t*_R_ = 5.80 min (>99% purity); MS (ESI) *m*/*z*: 1,542.8 [M + H]^+^. BP100 *t*_R_ = 5.02 min (>99% purity); MS (ESI) *m/z*: 1,421 [M + H]^+^. Lyophilized peptides (acetate salts) were solubilized in double-distilled water to a final concentration of 1 mM and filter sterilized through a 0.2 μm pore Whatman filter. Dilutions of the peptides were made in double-distilled water to obtain the desired final concentrations.

### *In vitro* Antimicrobial Activity of Peptides

Antimicrobial activities were determined using a growth inhibition assay, as described previously (Badosa et al., 2007, 2009). Briefly, 20 μl of each peptide concentration were mixed in a microtiter plate with 20 μl of the suspension of the plant pathogenic bacteria (at final concentration of 10^7^ CFU/ml) and added to 160 μl trypticase soy broth (TBS) (Biòmereux, France). For Bc, 80 μl spore suspension (10^4^ conidia/ml) was mixed with 20 μl of each peptide dilution and 100 μl of double-concentrated PDB to a total volume of 200 μl PDB. Three replicates for peptide and concentration were used. Positive controls containing water instead of peptide and negative controls containing peptide without bacterial/fungal suspension were included. Microplates were incubated at 25°C for 48 h (Pto and Xcv) or 20°C for 6 days (Bc). Microbial growth was determined automatically every hour by optical density measurement at 600 nm (Bioscreen C; Labsystems, Helsinki, Finland) after shaking. The minimal inhibitory concentration (MIC) value was taken as the lowest peptide concentration with no growth at the end of the experiment.

### *In vitro* Bactericidal and Fungicidal Activity of Peptides

Bactericidal activity of the antimicrobial peptides was determined by a contact test or *killing assay*, consisting of the exposure of the target microorganism to an antimicrobial compound for a given time and determining the surviving cells (Lambert, 2004). Twenty μl of the corresponding peptide concentration were mixed in a microtiter plate with 180 μl of bacterial or fungal suspension (at final concentration of 10^7^ CFU/ml for bacteria and 10^4^ CFU/ml for Bc) to a total volume of 200 μl. Three replicates for each concentration, peptide, and pathogen were used. Controls containing water instead of peptide or containing peptide without bacterial/fungal suspension were included. Microplates were incubated at 25°C (Pto and Xcv) or 20°C (Bc) for 1 h. Then, bactericidal activity was assessed through quantification of culturable cells by plate counting and the cell activity was determined using the resazurin method (alamarBlue® cell proliferation and viability reagent, Invitrogen, Thermo Fisher Scientific, Waltham, MA, USA). For bactericidal activity, aliquots of each peptide and concentration were taken and submitted to decimal dilutions, and 20 μl plated onto the surface of LB agar plates. Then, colony forming units (CFU) were quantified at 24–48 h after the incubation at 28°C. Fungicidal activity was determined similarly by spreading 100 μl onto the surface of PDA plates, and CFU were quantified after 7 days of incubation at 23°C. For cell viability measurements, 10 μl of alamarBlue® reagent were mixed with 90 μl of the corresponding microtiter cell suspension at the end of the experiment and transferred to a new microtiter. Incubation was performed for 4 h at 25°C in an automatic spectral scanning multimode reader (Varioskan, Ascent FL; Labsystems, Finland), and fluorescence emission measured at 590 nm as relative fluorescence units (RFUs) (excitation at 560 nm).

### Effect of Peptide Treatment on Bacterial and Fungal Infections in Tomato Plants

The efficacy of peptides in controlling infections by the bacterial and fungal plant pathogens was evaluated in potted tomato plants under greenhouse conditions. Tomato plants cv. Rio Grande were grown in 500 ml plastic pots in the greenhouse and were fertilized one time every week with 200 ppm of water-soluble NPK (20:10:20). Disease was determined in leaves of plants that have been sprayed with aqueous solutions of BP178, flg15, or BP100 at 125 μM. Streptomycin (0.10 mg/ml) was used as a reference control product, and water-sprayed plants were used as non-treated controls. Treatments were applied 24 h before pathogen inoculation. Pathogens were applied by spraying the corresponding suspensions until drop-off, and plants were incubated in the controlled environment greenhouse at 23 ± 2°C and a photoperiod of 16 h of light and 8 h dark and 60% relative humidity. The experimental design consisted of three biological replicates of three plants per each treatment and pathogen. The experiment was conducted two times.

After incubation, disease symptoms were allowed to develop, and the intensity of the infections was scored 10 days after pathogen inoculation, using a severity index ranging from 0 to a maximum of 4 (0, no symptoms; 1, necrosis/lesions up to 25% of the leaf surface; 2: necrosis/lesions on 25-50% of the leaf surface; 3, severe necrosis/lesions on 50–75% of the leaf surface; and 4, severe necrosis/lesions on >75% of the leaf surface). In every plant, each of the seven leaves (each with 4–5 leaflet) was rated according to the index, and it was used to calculate a disease severity index per plant according to the formula:

$$\begin{array}{l} S=\overset{n}{\underset{i=1}{\sum }}\frac{Ii}{\left(n.4\right)}.100 \end{array}$$

where S is the severity of the infections per plant, I_i_ is the severity index for each leaf, n is the number of leaves measured, which is multiplied by the maximum severity index (i.e., 4). Then, the mean of the three plants for each biological replicate was used for the statistical analysis. Data set were subjected to analysis of variance (one-way ANOVA) to determine if there were significant differences between treatments in bacterial- and fungal-disease control. Efficacy of each treatment was calculated based on the severity of the treatment in relation to severity observed in the plants NTC group according to the formula:

$$\begin{array}{l} E\;\left(\%\right)=\frac{S_{NTC}-S_{Treatment}}{S_{NTC}}x\;100 \end{array}$$

### Plant Materials, Treatments, and RNA Extraction for Gene Expression Analysis

Seeds of tomato plants cv. Rio Grande were sown in hydroponic seed plugs (rockwool), germinated and grown under controlled greenhouse conditions (25 ± 2°C, 16-h light/15 ± 2°C, 8-h dark, and 60% RH). Two-week-old seedlings (two cotyledons) were transplanted into Rockwool plugs (7.5 × 7.5 × 6.5 cm, Grodan Ibérica). The experimental design consisted of three biological replicates of 10 plants per replicate (30 plants per treatment) and treatments with BP178, BP100, flg15, and SA, JA, and ethylene that were included as positive controls of defense-signaling pathways.

After 2 weeks from transplanting, plants were sprayed with aqueous solutions of BP178, BP100 or flg15 at 125 μM, SA, and JA at 2.5 mM (Sigma-Aldrich, St. Louis, MO, USA) to the run-off point. For the ethylene treatment, plants were enclosed in a sealed chamber and exposed to ethylene obtained by reacting ethephon (1 mM) (Nufarm España, Spain) with a disodium hydrogen phosphate buffer (2.5 mM) (Zhang and Wen, 2010). The concentrations of the peptides BP100 and BP178 were chosen on the basis of the concentrations that were found effective against infections by plant pathogens observed *in planta* assays that were previously reported (Badosa et al., 2017; Caravaca-Fuentes et al., 2021). In the case of SA, JA, and ethylene, the concentrations were selected because they were used in other reports on topical application of defense elicitors in plants (Reignault and Walters, 2007; Rivas-San and Plasencia, 2011; Zhang et al., 2011).

Control plants were treated with distilled water. About 24 h after product application, leaf samples were collected, immediately frozen in liquid nitrogen, and stored at −80°C.

For total RNA extraction, the plant material was ground to a fine powder in liquid nitrogen with the Tissuelyzer II system (Qiagen, Hilden, Germany). Total RNA was extracted from leaves using TriZol® (Invitrogen, Life Technologies) according to the manual of the manufacturer. Following the extraction protocol, RNA samples were routinely subjected to DNAse treatment (Ambion® Turbo DNA-free™, Life Technologies, Thermo Fisher Scientific) to remove any contaminant DNA. In each step, RNA was quantified at 260 nm using a Nanodrop N-2000 spectrophotometer (Nanodrop Technologies LLC, Wilmington, DE, USA), and its integrity and quality verified by denaturing agarose gel electrophoresis and OD 260/280-nm absorption ratios, respectively. RNA samples of 10 plants were pooled in the same Eppendorf tube, and three biological replicates per treatment were analyzed (30 plants/treatment). This RNA was used as starting material to analyze the expression profiles of treated plants.

### Microarray Analyses

The GeneChip™ Tomato Gene 1.0 ST Array (Affymetrix, Thermo Fisher Scientific) was used for comparing transcriptomes from plants treated with BP178 and flg15. In addition, plants treated with the reference products SA, JA, and ethylene, as well as non-treated control plants were included in the analyses. The tomato GeneChip contains 37,815 probe sets to analyze 715,135 transcripts (20–25 probes per gene). Three GeneChips were used to analyze three biological replicates per treatment (three replicates x 10 plants). About 1 μg of DNAse-treated RNA was sent to the Unit of Genomics at the Complutense University of Madrid for cDNA synthesis, labeling, hybridization to whole transcriptome array, washing, scanning, and data collection. High-quality RNA was subjected to the GeneChip® WT Plus Reagent Kit (Affymetrix) that is used to prepare RNA samples for whole transcriptome expression analysis. Briefly, the integrity of the RNA samples was tested in the Agilent Bioanalyser (Agilent Technologies Inc., Sta. Clara, CA, USA) and used to synthesize double-stranded cDNA. After *in vitro* transcription (IVT) reaction in the presence of biotinylated UTP and CTP, a biotin-labeled cRNA was generated from the double-stranded cDNA. The cRNA is cleaned and fragmented into sequence of about 100 nucleotides, labeled using TdT, and hybridized to the Tomato Gene 1.0 ST Arrays. Subsequently, chips were washed and fluorescence stained with phycoerythrin using the antibody amplification step described in the GeneChip™Fluidics Station 450 (Thermo Fisher Scientific), and fluorescence was quantified. After sample scanning, data were extracted, background-adjusted and normalized intensities of all probes were summarized into gene expression by the GeneChip Expression Console Software (Affymetrix, Thermo Fisher Scientific), using the Robust Multichip Average (RMA) algorithm (Irizarry et al., 2003). Preprocessed data were analyzed by the web-based Babelomics (Medina et al., 2010) for gene expression analysis as the ratio of normalized fluorescence value between two compared treatments. This ratio was then scaled using base 2 logarithm to obtain the log2 ratio, which, in absolute terms, is known as fold-change. Sequences showing expression changes higher than 2-fold change (fold change, FC), and with FDR-adjusted p value below 0.05, were considered to be differentially expressed.

Overexpressed genes were functionally annotated using the gene function analysis tools included in the PANTHER classification system (v. 14.0) and/or in the SOL Genomics Network.

### Quantitative Real-Time PCR Analyses

To validate the expression patterns detected by microarray analyses, we analyzed a total of 14 *Solanum lycopersicum* genes encoding proteins involved in plant defense mechanisms (Table 1). These genes showed different fold change patterns, including upregulation and no significance changes after BP178 treatment. Oligonucleotide primers were designed according to the nucleotide sequence available at the Sol Genomics Network (ITAG release 2.40) using Primer Designing Tool included in the NCBI database. The reference gene actin was used as an internal control. Primers and the tomato genes implicated in plant defense response are listed in Supplementary Table 1.

**Table 1:** Associated functions to overexpressed defense related genes, according to RT-qPCR, in tomato plants in response to BP178 treatment.

**Gene**	**Inducing agent/pathway**	**Molecular function/property**	**References**
*PR3, Chi and Chi.2*	Abiotic agents (ethylene, salicylic acid, salt solutions, ozone, UV light) and by biotic factors (fungi, bacteria, viruses, viroids, fungal cell wall components, and oligosaccharides)	Carbohydrate metabolic process, acting on fungal cell wall degradation.	Sharma et al., 2011, Grove, 2012
*PR1, Pathogenesis-related protein-1*	Biotic agents/Salicylic acid	Marker for SA-acid mediated response and SAR in tomato	van Loon and van Strein, 1999, Chen et al., 2014
*Harp, Harpin-induced protein-like*	Plant defense responses, biotic agents	Multifunctional proteins	Zhang et al., 2011
*PR9, Peroxidase 1*	Biotic agents/Salicylic acid	Strengthening plant cell walls by catalyzing lignin deposition	Ebrahim et al., 2011 Taheri and Tarighi, 2012
*ERF, Ethylene responsive transcription factor*	Biotic and abiotic agents/Ethylene	Transcription factor activity, sequence-specific DNA binding	Müller and Munné-Bosch, 2015
*BCB, Blue-copper-binding protein gene*	Defense related responses	Protein binding. Oxidation/reduction process	Hao et al., 2015
*OLP, Osmotin-like protein, PR5*	Abiotic agents (salt, drought, cold) and biotic agents (fungi)	Protein binding, interaction with transcription factors involved in SA-dependent activation PR-genes. Stress-responsive multifunctional protein. Provides osmotolerance to plants.	Patade et al., 2013, Hao et al., 2015, Chowdhury et al., 2017
*PR7, P69G, Subtilisin-like protease*	Response to biotic and abiotic agents	Serine-type endopeptidase activity. Involved in signaling cascades.	Figueiredo et al., 2018

For each gene system, the concentration of the primer pair was optimized to prevent nonspecific reactions or artifacts that could hide the real result. Melting (dissociation) curve analysis was performed after each amplification to confirm the specificity of the amplified product/to prevent the detection of artifacts (as described in Badosa et al., 2017).

Gene expression analysis was performed by Quantitative Real-Time PCR (RT-qPCR). First-strand of complementary DNA (cDNA) was generated from leave RNA using reverse transcriptase (High Capacity cDNA Reverse Transcription Kit, Invitrogen) according to the manual of the manufacturer. This cDNA product was generated from each sample and was assayed for quantification of the expression levels of each of 25 tomato genes.

Quantitative Real Time-PCR was carried out in a fluorometric thermal cycler (7300 Real-Time PCR System, Applied Biosystems®, Waltham, MA, USA) using the Mix SYBR® Green PCR Master Mix (Applied Biosystems) as described in Badosa et al., 2017. The total reaction volume was 20 μl containing 1x Sybr Green Master Mix (Applied Biosystems), the optimized concentration of primers (final concentration of 300 mM for LePPO-f/LePPO-r, LeGLUA-f/LeGLUA-r, and LeAct-f/LeAct-r primer pair; 100 mM for the rest of primers used in this study) and 2 μL of RT reaction (cDNA). qPCR conditions were as follows: (1) an initial denaturation step (10 min at 95°C); (2) amplification and quantification (50 cycles of 15 s at 95°C and 1 min at 60°C); and a melting curve program (60-95°C with a heating rate of 0.5°C/s) as described in Badosa et al. (2017). Reactions were carried out in duplicate in 96-well plates. Controls from no cDNA template were included as negative controls. The relative quantification of each individual gene expression was performed using the 2^−ΔΔCt^ method (Livak and Schmittgen, 2001). Relative expression values of each plant defense were calculated normalizing against the tomato *actin* gene as an internal control. Statistical significance was determined using the REST2009 Software (Pfaffl et al., 2002).

## Results

### Antimicrobial Activity

Antibacterial and antifungal activity of BP178, flg15, and BP100 are shown in Table 2. BP178 and BP100 exhibited strong activity against Pto and Xcv. Specifically, BP178 showed a minimal inhibitory concentration (MIC) < 1 μM against Xcv and between 1 and 10 μM against Pto. The parent peptide BP100 showed MIC values, ranging from 1 to 10 μM against both bacterial pathogens. In contrast, the antifungal activity of BP178 and BP100 against Bc was very low, with MIC values ranging between 25 and 100 μM. Peptide flg15 was neither antibacterial nor antifungal at the maximum dose tested (100 μM).

**Table 2:** Sequence, number of amino acids, charge, and antimicrobial activity of the peptides used in this study.

				**Antimicrobial activity MIC^a^ (μM)**		
				**Bacteria**		**Fungi**
**Code**	**Sequence**	**#Aa^b^**	**Total net charge**	***Xcv***	***Pto***	***Bc***
BP178	KKLFKKILKYL–AGPA–GIGKFLHSAK–KDEL-OH	29	7	<1	1–10	50–75
BP100	KKLFKKILKYL-NH_2_	11	5	1–10	1–10	25–50
flg15	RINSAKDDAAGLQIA-OH	15	0	>100	>100	>100

a *Minimal inhibitory concentrations (MICs) were determined against Xanthomonas campestris pv. vesicatoria (Xcv), Pseudomonas syringae pv. tomato (Pto), and Botrytis cinerea (Bc)*.

b *Number of amino acids*.

The bactericidal and fungicidal activities as determined by the contact and resazurin tests (cell survival and cell viability, respectively) are shown in Figure 1. BP178 led to a decrease in the survival of Xcv and Pto of 2.29 log reduction (N_0_/N) at 0.5 μM, which increased to 5.5 at 1.6 μM. For BP100, a maximum Pto and Xcv survival reduction of 5.4 and 5.7 log was observed after incubation at 3.2 and 12.5 μM, respectively. BP178 and BP100 practically showed a very slight fungicidal activity against Bc. As expected, flg15 did not reduce bacterial or fungal survival. The resazurin test confirmed the findings on cells survival, because survival was inversely related to resazurin cell viability (y = – 0.2401x + 2.4557, R^2^ 0.892) (Supplementary Figure 2).

**Figure 1:**
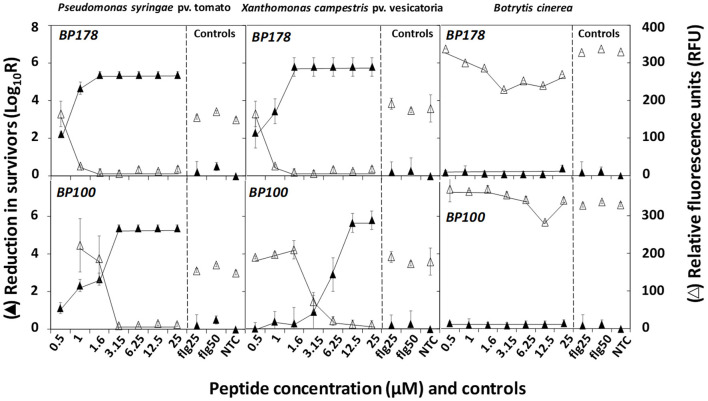
Effect of peptides BP178 and BP100 in cell survival (black triangles) and resazurin cell viability (white triangles) of *Pseudomonas syringae* pv. tomato, *Xanthomonas campestris* pv. vesicatoria, and *Botrytis cinerea* after exposure to the peptides for 60 min. Controls of flg15 at 25 (flg25) or 50 μM (flg50) and non-treated (NTC) were included. Values are the means of three replicates, and error bars represent standard deviation of the mean.

### Effect of Peptides Treatment of Tomato Plants on Bacterial and Fungal Infections

The results of the effect of treatments were consistent but slightly different between the two experiments performed. The preventive spray of peptide BP178 on tomato plants inhibited infections caused by Xcv, Pto, and Bc (Figure 2). More in detail, after treatment, disease severity in bacterial speck (Pto) was 21.3 and 27.9% for the two experiments performed (52.1 and 64.9% efficacy), and, in bacterial spot (Xcv), it was of 14.2 and 15.5 (around 70% efficacy), compared with non-treated controls (58.2% in experiment 1 and 60.8% in Pto in experiment 2, and 47.5% in experiment 1 and 51.9% in the second experiment in Xcv). The effect of BP100 and flg15 was similar to BP178 against Pto and Xcv infections.

**Figure 2:**
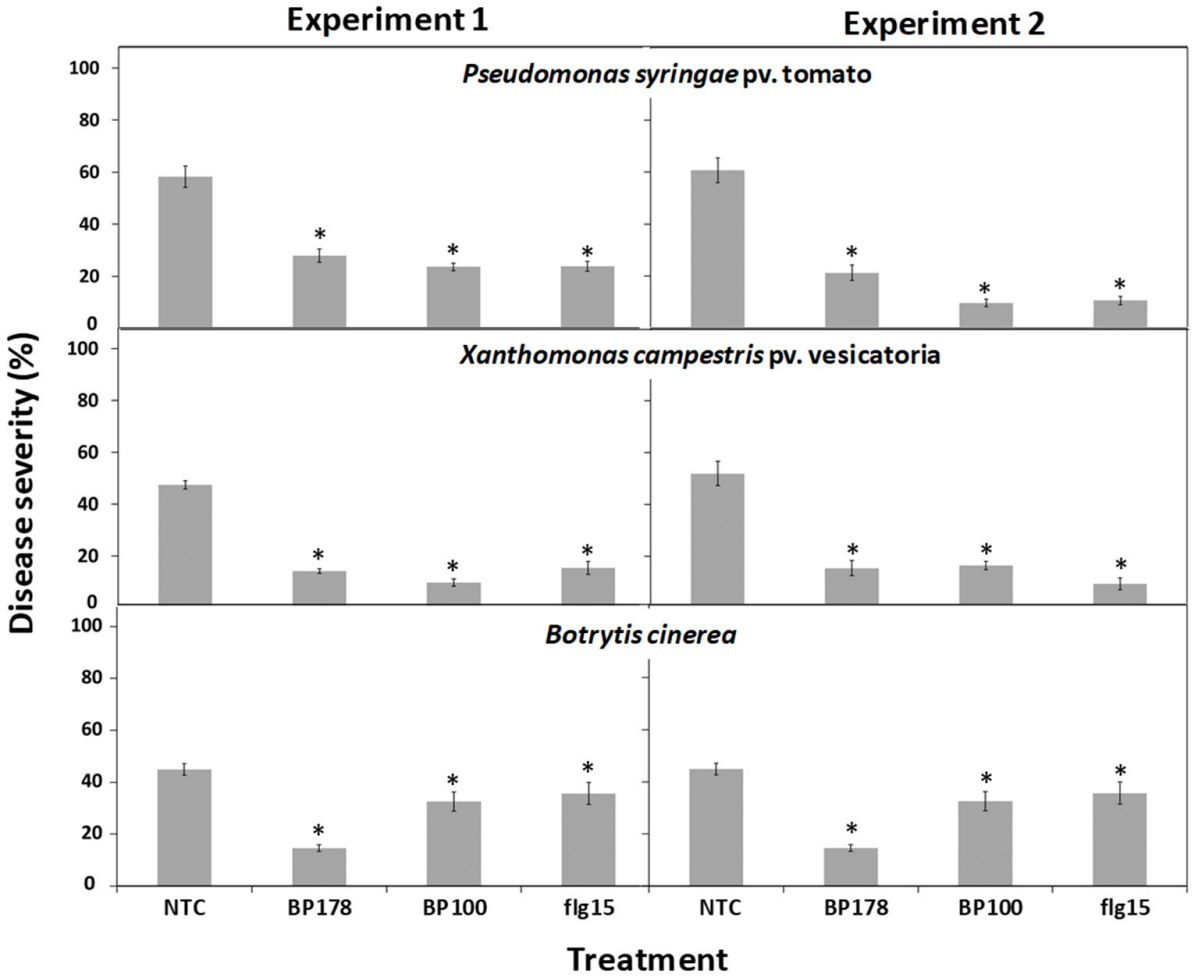
Protection of tomato plants against bacterial and fungal infection after topical treatment with BP178 in comparison with the parent peptide BP100 and flg15. Two independent assays were performed, and peptides were applied at 125 μM by spraying plants 24 h before pathogen inoculation. Disease severity was evaluated on tomato plants 10 days after pathogen inoculation (10^7^ ufc/ml for bacterial pathogens; 2.5 × 10 ^5^ conidia/ml for *B. cinerea*). Values correspond to the mean disease severity of three replicates of three plants per each treatment. Standard errors are indicated on bars. The asterisk denotes statistically significant differences with non-treated control plants (NTC) (Tukey's test, *p* > 0.05).

In the case of Bc, disease severity due to the BP178 treatment was 14.6 and 29.4% for the two experiments (67.4 and 38% efficacy), compared to non-treated controls (47.5% in experiment 1 and 44.9% in experiment 2). Interestingly, there was a slight effect, but significant, of BP100 and flg15. This result greatly contrasts with the slight antifungal activity of BP178, BP100, and flg15 *in vitro*.

### Effect of Peptide Treatments on the Expression of Defense-Related Genes in Tomato

#### Microarray Analysis

The analysis revealed that of the 37,815 genes in the tomato microarray, the treatments modified the expression of several genes, following different patterns. 

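Leaf transcripts were measured at 24 h after treatment on the GeneChip Tomato Gene ST array, which reads each transcript through several short probes grouped in a probe set. BP178 is the hybrid peptide under study, and flg15 is a fragment of bacterial flagellin. SA, JA and ethylene are the hormones of the main defense pathways of the plant. Plants of cv. Rio Grande received BP178 or flg15 at 125 µM, SA or JA at 2.5 mM, or ethylene from ethephon at 1 mM and phosphate buffer at 2.5 mM. The methods describe a sealed chamber for ethylene, whereas the sample labels describe all leaves as sprayed. No enclosed control is described, so effects of a chamber or its reagents cannot be told apart from those of ethylene. Each array held RNA pooled from 10 plants, and each of the 7 groups had 3 arrays, 21 in all. According to the sample labels, BP178, SA, JA and ethylene were run in experiment 1 and flg15 in experiment 2, each experiment with 3 non-treated control (NTC) arrays of its own. The authors summarized the probe intensities by RMA in Expression Console, and the deposited values are log2 intensities of 67795 probe sets. They run from 0.956 to 13.85, with array medians between 2.63 and 2.85. All arrays were fitted together in limma with one mean per group, and each treatment was compared with the NTC of its own experiment. A transcript is called overexpressed, or lower, at an FC of at least 2, or at most 0.5, with an adjusted p below 0.05 (Benjamini-Hochberg, over all probe sets). A gene symbol was available for 23194 probe sets, and 170 others carried several symbols. Descriptions came from Supplementary Table 2, of which 112 rows for BP178, 191 for flg15 and the first 573 of 2974 for SA were read, and none for JA and ethylene. Gene families named below from descriptions are therefore counted among transcripts that the study had selected on these arrays. The genome build of the array annotation is not given in the sources used here, so no coordinates are given, and the number of arrays limits the precision.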

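The hormones changed many more transcripts than the peptides did. SA raised 1531 probe sets and lowered 1437, JA raised 1109 and lowered 1153, and ethylene raised 800 and lowered 452. In flg15 plants 148 were higher and 26 lower. The largest increase after SA was in a cinnamyl alcohol dehydrogenase, an enzyme of lignin precursor synthesis (Solyc11g011330, log2 FC 8.64, SE 0.24, adjusted p = 3.22e-15 from limma). A glutathione S-transferase of detoxification (Solyc06g009040) rose by 7.48 and a UDP-glucosyltransferase (Solyc11g007500) by 7.75. GAME1, a glycosyltransferase of steroidal glycoalkaloid synthesis, fell by 5.44 (adjusted p = 9.64e-13). JA raised inhibitors of digestive proteases most, with a log2 FC of 7.80 for proteinase inhibitor I (Solyc09g084480, SE 0.69, adjusted p = 1.46e-07) and 7.10 for a Kunitz trypsin inhibitor (Solyc03g098720). MIOX, a myo-inositol oxygenase that feeds cell wall synthesis, rose by 7.04 after JA and by 5.72 after ethylene. A polyphenol oxidase (Solyc08g074630), which browns wounded tissue, rose by 4.01 after JA and fell by 3.11 after ethylene (adjusted p = 6.85e-06 and 0.000278). After flg15, a proline-rich protein of the cell wall (Solyc08g078920) had the largest increase, a log2 FC of 5.11 (SE 0.48, adjusted p = 4.51e-06), and an ACC oxidase-like transcript of ethylene synthesis (Solyc12g006380) fell by 1.92 (adjusted p = 3.67e-06). BP178 lowered 9 transcripts, led by the seed biotin-containing protein SBP65 (Solyc10g008040), which fell by 2.24 (SE 0.23, adjusted p = 8.23e-05). Anthocyanidin synthase (Solyc08g080040), an enzyme of pigment synthesis, fell by 1.43 (adjusted p = 0.0105) and a polygalacturonase of pectin breakdown (Solyc04g008230) by 1.41 (adjusted p = 0.00195). All 9 were also lower after SA and after ethylene, 7 after JA and 1 after flg15, and all 9 were higher in the NTC of experiment 1 than in those of experiment 2. High values in the NTC of experiment 1 favor both the lower calls in that experiment and this difference. The call of anthocyanidin synthase after BP178 ended without BP178 replicate 2, and against the NTC of both experiments its log2 FC was 0.84. The number lowered by flg15 was 151 without flg15 replicate 2, 73 without NTC replicate 1 of experiment 2 and 7 without NTC replicate 3.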

According to the criteria for upregulation (fold change (FC ≥ 2) and downregulation (FC ≤ 0.5), the expression was modified in: 112 genes in BP178 (100 upregulated, 12 downregulated), 191 genes in flg15 (160 upregulated, 31 downregulated), 2,974 genes in SA (1,534 upregulated, 1,440 downregulated), 2,236 genes in JA (1,122 upregulated, 1,114 downregulated) and 1,280 in ethylene (826 upregulated, 454 downregulated). A detailed list of the differentially expressed genes for BP178, flg15, SA, JA, and ethylene treatments is given in Supplementary Table 2.

After the BP178 treatment, a total of 100 genes were upregulated (more than 2-fold) in comparison to the non-treated control. 

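The transcripts overexpressed after BP178 included an enzyme of alkaloid metabolism, membrane transporters and a vesicle coat subunit. In the arrays, 84 probe sets were overexpressed after BP178, 81 of them with a description. At an unadjusted p below 0.05 there were 4927 probe sets, where a share of 0.05 of the 67795 tested would pass without any effect. Tropinone reductase I (Solyc04g054950), an enzyme of alkaloid metabolism, had a log2 FC of 2.61 (SE 0.31, adjusted p = 0.000426 from limma). The coatomer subunit Solyc03g120260, which coats transport vesicles, had 2.79 (SE 0.35, adjusted p = 0.00069), and the ABC transporter G family member 11 (Solyc01g105450), of a family that exports wax and cutin lipids, had 2.50 (SE 0.33, adjusted p = 0.00111). Reductase 2 (Solyc03g098100) had 2.81 (SE 0.46, adjusted p = 0.007). After SA these rose by 1.97, 3.92, 4.34 and 6.98 in the same order. A major facilitator transporter (Solyc01g096720), a membrane carrier, had an FC of 4.07 after BP178 (adjusted p = 0.00609). With any 1 array left out, 40 of the 84 kept their call, and reductase 2 and the facilitator transporter were not among them. The count was 47 without NTC replicate 2, 49 without BP178 replicate 2, and 41 with the BP178 and NTC arrays fitted alone.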

A set of 90 genes was functionally annotated, while the remaining 10 transcripts had unknown function or had no available hit. From the annotated genes, 74.4% of transcripts were identified as defense-related genes (67 out of 90 mapped ID), sharing homology with transcription factors (WRKY, MYB, and NAC), signal transduction genes (ethylene responsive transcription factor (ERF), serine/threonine protein-kinase), hormone-related genes, lipoxygenases, harpins, acetyltransferases, cytochrome P450, and several well-known pathogeneses-related genes (Table 3). 

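Transcripts outside the PR families included kinases, an acetyltransferase, a diterpene synthase and a protease. All 52 transcripts of Table 3 were matched to a probe set, each had an FC of at least 2, and 42 were overexpressed after BP178. Adjusted over the list alone, 52 passed, but the study chose this list on these arrays, so it is not independent evidence. Of these 42, 25 were also overexpressed after flg15, 23 after SA, 25 after JA and 20 after ethylene. A cysteine-rich receptor-like kinase (Solyc12g005720), of a family of cell surface receptors, had a log2 FC of 2.70 (SE 0.36, adjusted p = 0.00132 from limma) after BP178 and 3.84 after flg15. The protein kinase Solyc10g045610 had 1.24 (SE 0.22, adjusted p = 0.017). The harpin-induced protein Solyc02g036480, of a membrane protein family linked to cell death, had 1.65 (SE 0.29, adjusted p = 0.0152). The acetyltransferase Solyc00g272810 had 1.36 (SE 0.16, adjusted p = 0.000424). A diterpene synthase annotated as kaurene synthase (Solyc03g006550) had 2.18 (adjusted p = 0.00332), 2.54 after SA and 2.61 after JA. The secreted cysteine protease pip1 (Solyc02g077040) had 1.39 (SE 0.19, adjusted p = 0.00182). A serine/threonine kinase (Solyc09g061410) did not pass the test (adjusted p = 0.0853). Table 3 had 28 overexpressed transcripts without NTC replicate 2, and the calls of Solyc10g045610 and of the harpin-induced protein were among those lost with 1 array left out.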

PR-genes overexpressed after BP178 treatment, coded for antifungal/antimicrobial proteins (PR1), β-1,3-glucanases (PR2), chitinases (PR3, PR4), thaumatin-like proteins (PR5), endopeptidases inhibitor (PR6), subtilisin-like proteins (PR7), peroxidases (PR9), ribonuclease-like proteins (PR10), and lipid-transfer protein (PR14). 

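PR proteins are secreted or vacuolar proteins that attack microbes or block their enzymes. Among the 9 PR families, 48 probe sets carried a description, and 23 of them were overexpressed after BP178 (25 adjusted over the lists alone, which is not independent evidence). After flg15, 28 of the 48 were overexpressed (33 adjusted over the lists alone), 17 of them shared with BP178. Only transcripts that the study had selected on these arrays carried a description, so the counts are not shares of whole families. The overexpressed transcripts after BP178 were 2 of 2 in PR1, 1 of 3 in PR2, 7 of 9 chitinases (PR3 and PR4), 3 of 4 in PR5 and 2 of 10 in PR6. They were 3 of 7 in PR7, 1 of 6 in PR9, 2 of 4 in PR10 and 2 of 3 in PR14. The PR10 count includes Solyc05g007950, which is annotated as a ribonuclease T2. PR1a (Solyc01g106620), a secreted antimicrobial protein, went from a log2 value of 6.67 ± 0.66 (SD, n = 3) in NTC to 8.27 ± 0.20 (SD, n = 3), a log2 FC of 1.60 (SE 0.32, adjusted p = 0.0436 from limma). The β-1,3-glucanase LOC101261650 (PR2), which cleaves fungal cell wall glucan, had 1.71 (SE 0.22, adjusted p = 0.00079). The PR6 protease inhibitor Solyc08g080630 had 1.88 (SE 0.25, adjusted p = 0.00116) and the Kunitz inhibitor Solyc03g098740 had 1.30 (adjusted p = 0.0151). Peroxidase 4 (Solyc04g071890, PR9), which cross-links cell wall phenolics, had 1.33 (SE 0.18, adjusted p = 0.00143). Of the 23, 13 kept their call with any 1 array left out, and 14 passed without NTC replicate 2. The calls of PR1a and the Kunitz inhibitor were among those lost, and that of PR1a also ended after quantile normalization.

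**Figure D1:**
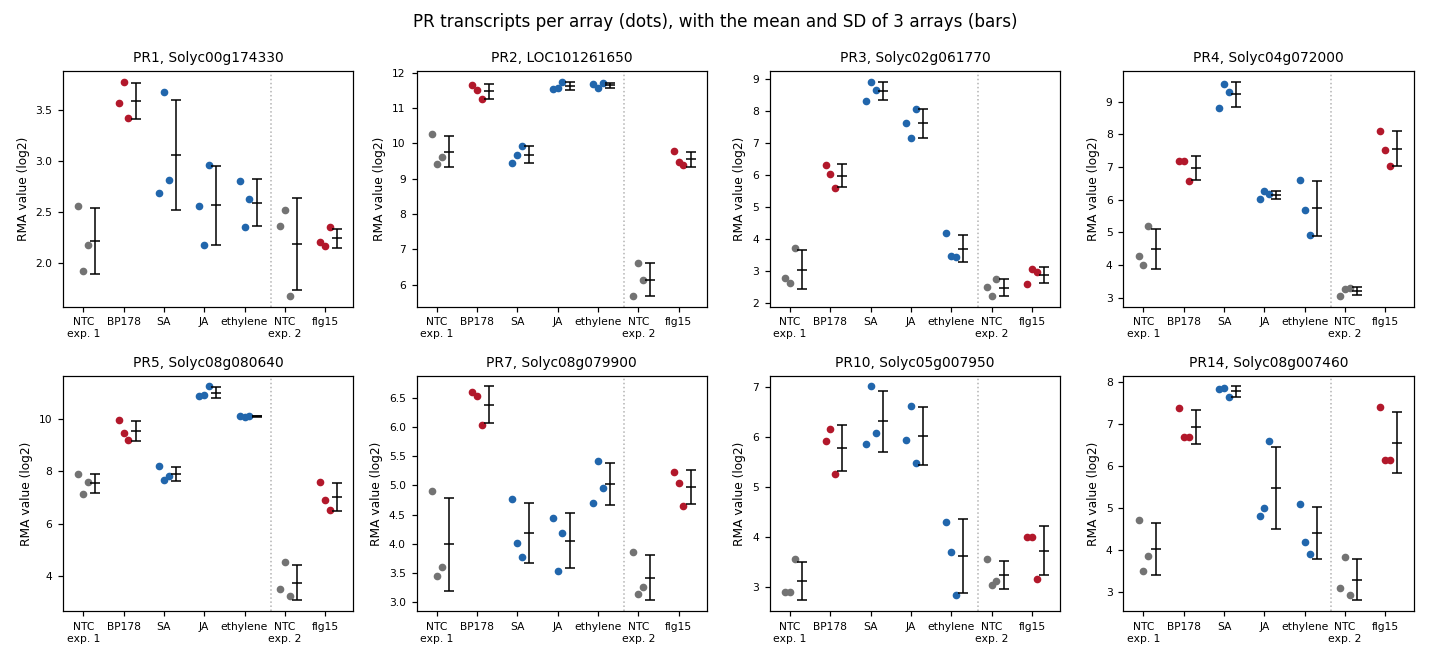
RMA values (log2, vertical axes) of 8 PR transcripts on each array (dots) of the 7 groups, with the mean and SD of 3 arrays beside them. The dotted line parts experiment 1 from experiment 2. Solyc05g007950, which the paper places in PR10, is annotated as a ribonuclease T2. In each panel the 3 BP178 arrays lie above the 3 NTC arrays of experiment 1.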

The number of highly overexpressed genes (FC > 4) was 22, where the maximum FC values were reported in lipoxygenases (FC 14.01), endochitinases (FC 7.36), and lipid-transfer proteins (FC 7.18).

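The largest FC after BP178 were those of a lipoxygenase, an endochitinase and a lipid-transfer protein. An FC above 4 was found for 23 of the overexpressed probe sets. The lipoxygenase Solyc08g029000, which oxidizes fatty acids in the synthesis of oxylipin signals, went from 3.45 ± 0.82 (SD, n = 3) to 7.31 ± 0.64 (SD, n = 3) on the log2 scale. This is an FC of 14.5 (log2 3.86, SE 0.37, adjusted p = 8.23e-05 from limma). Its FC was 4.51 after ethylene (adjusted p = 0.000891) and 3.11 after flg15 (adjusted p = 0.0577, not past the test), and the difference between the BP178 and flg15 responses, 2.23 on the log2 scale, did not pass (adjusted p = 0.137). The endochitinase Solyc02g061770 had an FC of 7.67 (log2 2.94, SE 0.29) from an NTC mean of 3.04. The NTC of the lipoxygenase and of the endochitinase lie close to the array medians and so to background, which leaves the size of both FC and their rank uncertain. The lipid-transfer protein Solyc08g007460 had an FC of 7.45 (log2 2.90, SE 0.44). Polyphenol oxidase D (LOC101258176), which oxidizes phenolics to quinones, had an FC of 7.14 (log2 2.84, SE 0.23, adjusted p = 8.14e-06). These 4 kept their calls with any 1 array left out. The number above an FC of 4 was 16 without NTC replicate 2, and 15 with the BP178 and NTC arrays fitted alone.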

**Table 3:** Relevant upregulated (2-fold or higher; FDR< 0.05) transcripts after BP178 treatment (125 μM), identified in this study, associated with plant-defense response (GO term GO:0006952).

**Family/superfamily**	**Gene accession No**.	**BP178 *vs* NTC (FC)**	**Property/ GO molecular function**	**GO biological process**
Blue copper protein, Plastocyanin-like	Solyc03g116690 Solyc03g116700	2.41; 3.64	Copper ion binding, electron transfer activity	Redox reactions occurring during primary defense responses.
Homeobox-like domain	Solyc02g087960 Solyc04g005800	2.33; 2.17	DNA-binding transcription factor activity	Responses to biotic and abiotic stresses.
AP2/ERF transcription factor	Solyc09g089930 Solyc04g078640 Solyc12g056980 XM004244583	3.38; 2.46; 2.34; 2.82	Transcription regulatory region DNA binding	Defense response. Ethylene and JA signaling pathways.
NAC transcription factor	Solyc05g007770	2.82	Transcription regulatory region DNA binding	Response to stress, cold and drought stress and methyl methanesulfonate (MMS) treatment.
Mitochondrial peptide methionine sulfoxide reductase	Solyc02g063250	2.54	Oxidoreductase	Response to oxidative stress.
Lipoxygenase	Solyc08g029000	14.04	Lipoxygenase	Pest resistance and senescence. Responses to wounding. Involved in hypersensitive response.
Peptidase C1	Solyc02g077040	2.66	Cysteine-type endopeptidase	Hypersensitive response. Defense response to fungus, UV-B and to copper ion.
Cytochrome P450	Solyc09g066400 Solyc11g069800 Solyc04g078290	5.18; 2.09; 2.89	Oxidoreductase activity	Induction by ethylene. Involved in the biosynthesis of hormones and defensive compounds.
Ser/Thr protein kinase	Solyc10g045610 Solyc09g061410 Solyc12g005720	2.33; 2.15; 6.40	Receptor serine/threonine kinase binding	Signaling during pathogen recognition. Activation of plant defense responses.
Harpin-induced 1	Solyc02g036480	3.18	Role in plant immunity	Defense response to bacterium, virus, SA, wounding and hypoxia.
WRKY group III	Solyc08g082110	2.12	Transcription regulatory region DNA binding	Defense response to bacterium, chitin, water deprivation and SA. Regulation of JA mediated signaling pathway.
Acetyltransferase	Solyc02g064690 Solyc00g272810 Solyc08g068730	2.15; 2.56; 4.26	N-acetyltransferase activity	Response to ethylene and JA. Induced in response to pathogen infection, wounding, or elicitor treatments.
Bulb-type lectin domain	Solyc07g062490	5.38	Carbohydrate binding	Up-regulated by fungal elicitor, heat and cellular response to hypoxia.
Major facilitator superfamily (MFS) transporter	Solyc01g096720	3.70	Potassium ion antiporter activity	Response to water deprivation.
Peptidase A1	Solyc08g068870	3.00	Aspartic-type endopeptidase	Up-regulated locally and systematically during systemic acquired resistance (SAR) and locally by SA. Acts downstream of SA to suppress systemic immunity.
Isoprenoid synthase domain	Solyc03g006550	4.53	Terpene synthase activity/(E,E)-geranyllinalool synthase activity	Response to bacterium, herbivore, JA, wounding, singlet oxygen.
PR STH-2-like, BetVI	Solyc09g090980	5.56	Protein phosphatase inhibitor/signaling receptor activity	Response to biotic stimulus.
PR1	Solyc00g174330 Solyc01g106620	2.56; 2.84	Antimicrobial, fungicide	Defense response to fungus, response to biotic stimulus.
PR2	XM004228957	3.18	β-1,3-Glucanase	Defense of plants against pathogens.
PR3	Solyc02g082920 Solyc05g050130 Solyc02g061770 XR183217	3.13; 2.82; 7.36; 2.02	Endochitinase (acidic endochitinase, also lysozyme activity)	Response to bacterium and wounding, defense response to fungus, cold, water deprivation, wounding and to salt stress.
PR4	Solyc01g097270 Solyc04g072000	2.35, 5.32	Barwin domain chitinase I/II	Defense response to fungus and bacterium.
PR5	Solyc08g080660 Solyc08g080640	4.31; 4.08	Thaumatin like-proteins	Response to infection by a pathogen and possess antifungal activity. Induced by osmotic stress.
PR6	Solyc03g098740 Solyc08g080630 Solyc06g034370	2.43; 3.63; 3.87	Endopeptidase inhibitor	Response to wounding, herbivore, insects.
PR7, Peptidase S8 (subtilisin-like)	Solyc08g079870 XM004249457 Solyc08g079900	3.71; 2.63; 4.77	Serine-type endopeptidase	Pathogen recognition and immune priming.
PR9	Solyc07g056480 Solyc04g071890 Solyc09g011630	2.61; 2.50; 2.40	Peroxidase	Response to environmental stresses such as wounding, pathogen attack and oxidative stress.
PR10	Solyc05g007950	6.36	Ribonuclease like-proteins	Innate immune response. Essential role in Innate immune response by recognizing and degrading RNAs from microbial pathogens.
PR14	Solyc06g084190 Solyc08g007460 Solyc08g067550	2.23; 7.18; 3.88	Lipid-transfer protein	Components of the plant innate immune system. Responses to biotic and abiotic stresses and fungus.

*FC, fold-change value; SA, salicylic acid; JA, jasmonic acid*.

A Venn diagram (Bardou et al., 2014), to overlap differentially overexpressed genes after the treatments and to compare gene expression between response to BP178 and the other treatments, is shown in Figure 3. Among the BP178-upregulated genes, five genes were also induced after flg15, SA, JA, and ethylene treatment. Specifically, these transcripts corresponded to chitinase (PR4; FC 5.32), endochitinase (PR3; FC 3.16), a glycoprotein involved in signaling mechanisms (FC 5.38), acetyltransferase (FC 4.26), and hydrolase (FC 3.39). 

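The transcripts shared by all treatments encode chitin-degrading enzymes, a receptor-type glycoprotein and metabolic enzymes. In the arrays, 6 probe sets were overexpressed after each of the 5 treatments, 3 of them chitinases. The chitinase Solyc04g072000 (PR4) had an FC of 5.57 after BP178 (SE 0.35 on the log2 scale, adjusted p = 0.00217 from limma) and ranged up to 26.5 after SA. The endochitinase CHI3 (Solyc02g082920, PR3) had 3.98 after BP178 (adjusted p = 0.0162) and from 4.59 (ethylene) to 10.7 (SA) elsewhere. The chitinase Solyc10g055800 had 2.04 (adjusted p = 0.0311) and reached 4.89 after JA. The S-locus-type glycoprotein Solyc07g062490, of a family of receptor-like surface proteins, had 5.49 (adjusted p = 0.00209) and 9.61 after flg15. The hydroxycinnamoyl acetyltransferase Solyc08g068730, of phenolic amide synthesis, had 4.21 (adjusted p = 0.00569) and 15.5 after flg15. The short-chain dehydrogenase Solyc12g045030 had 3.40 (adjusted p = 0.0126), with 2.01 after JA as its lowest (adjusted p = 0.0437). Solyc04g072000 and Solyc07g062490 kept their BP178 calls with any 1 array left out and the other 4 did not. Without NTC replicate 2 of experiment 1, 2 probe sets were shared by all treatments.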

Except the hydrolase, all the other genes code for proteins directly involved in plant-defense responses. Ten genes were transcriptionally induced exclusively by the BP178 treatment, and seven of them can be mapped and identified as pathogenesis-related protein-1, glycosidase, a member of ABC transporter family, ser/thr protein kinase, cold shock protein (chaperone), pre-mRNA-splicing factor CLF1, and CXE carboxylesterase.

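The transcripts overexpressed after BP178 alone numbered 8, among them a PR1 protein, enzymes, a splicing factor and a transporter. Geranylgeranyl pyrophosphate synthase 1 (Solyc11g011240), which makes the precursor of diterpenes and carotenoids, had a log2 FC of 1.66 (SE 0.24, adjusted p = 0.0024 from limma). PR1b1 (Solyc00g174330), a PR1 protein, had 1.37 (SE 0.26, adjusted p = 0.0266) at low values, 2.22 in NTC and 3.59 after BP178. The splicing factor CLF1 (Solyc03g007560) had 1.33 (adjusted p = 0.0496) and an ABC transporter (Solyc09g091670) 1.24 (adjusted p = 0.0434). A CXE carboxylesterase (Solyc02g069800), which cleaves esters, had 1.20 (adjusted p = 0.00547), and xyloglucan hydrolase 9 (Solyc11g066270), which remodels the cell wall, had 1.16 (adjusted p = 0.032). Another 2 probe sets without a known function had 1.11 each (adjusted p = 0.00859 and 0.0455). In tests of the difference between responses, 1 of the 8 was higher after BP178 than after flg15, 2 than after SA, 6 than after JA and 5 than after ethylene, and 0 than after all 4 (3 at an unadjusted p below 0.05). Xyloglucan hydrolase 9 fell by 1.27 after ethylene (adjusted p = 0.00107). Geranylgeranyl pyrophosphate synthase 1 and the carboxylesterase kept their calls with any 1 array left out, and the other 6 did not. The list held 3 probe sets without BP178 replicate 2.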

**Figure 3:**
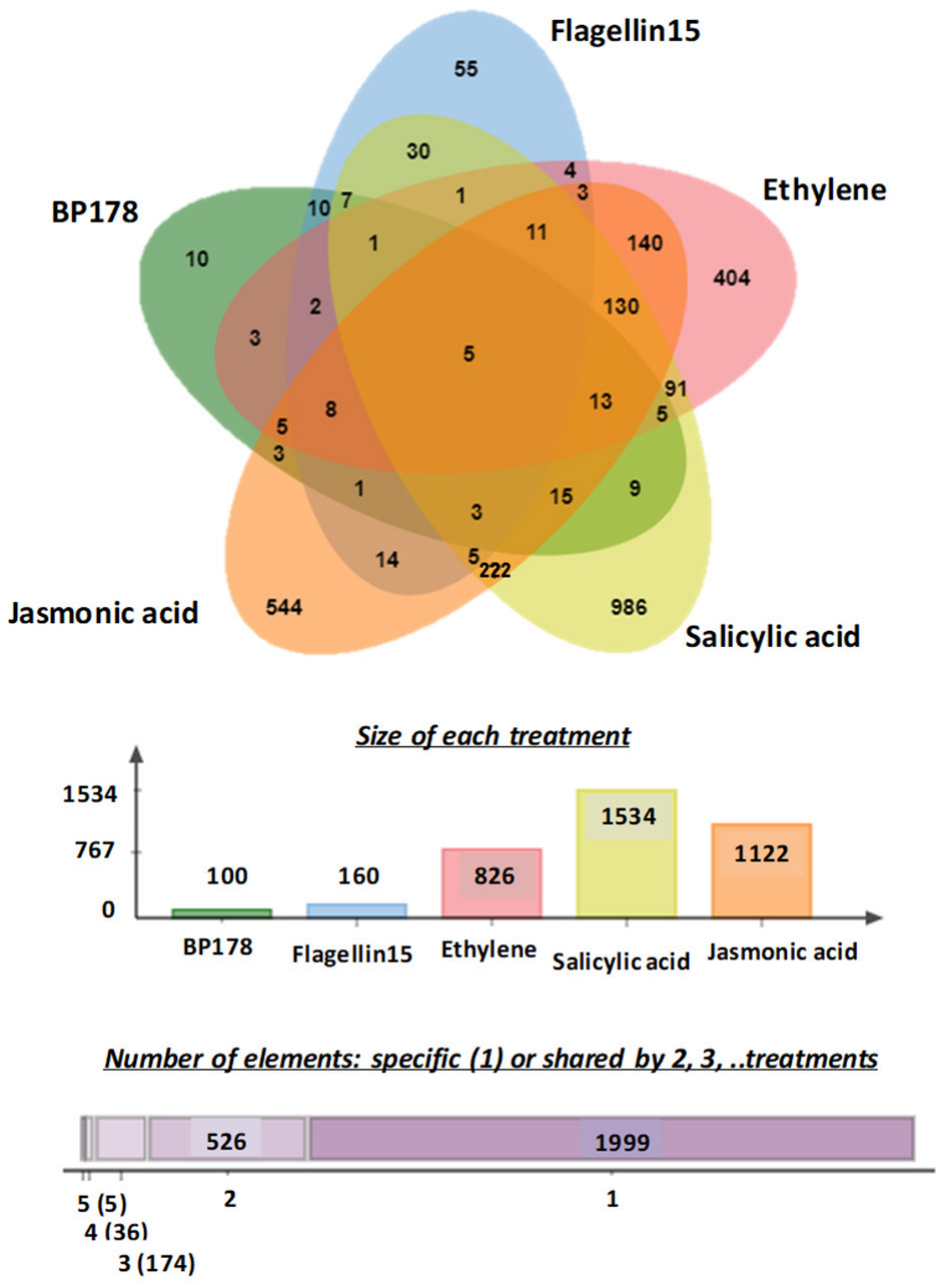
A Venn diagram of overexpressed genes in tomato plants after BP178, flagelin15, ethylene, salicylic acid, and jasmonic acid treatment. Overlapping regions of the circles indicate genes that are overexpressed in more than one treatment. Genes with fold-change above two were included in the analysis. The numbers in the graphic indicate the total numbers of overexpressed genes in each treatment. In the second chart, 1,999 overexpressed genes are specific of one list; 526 overexpressed genes are shared by two lists. Numbers in brackets represent the number of overexpressed genes shared by three, four, and five lists.

In addition, the Venn diagram revealed the commonly overexpressed transcripts in the five datasets (treatments). 

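Lists of overexpressed transcripts were compared between the treatments. Any of the 5 treatments overexpressed 2708 probe sets, of which 1990 responded to 1 treatment, 517 to 2, 162 to 3 and 33 to 4. Of the 84 overexpressed after BP178, 50 were also overexpressed after SA (59.5%), 46 after JA (54.8%), 38 after ethylene (45.2%) and 33 after flg15 (39.3%). Independent lists of these sizes would share 1.90, 1.37, 0.991 and 0.183. BP178, SA, JA and ethylene were compared with the same NTC arrays, so part of these overlaps can come from the NTC. Unchanged groups with this design were simulated 100 times, and lists of the real sizes were taken from the highest t values, a comparison chosen after the overlaps had been seen. The simulated lists shared a mean of 35.4 with SA, 30.9 with JA, 27.1 with ethylene and 0.93 with flg15, and at most 47, 43, 37 and 3. The log2 FC had the same sign as after BP178 in 75 of the 84 for SA and 74 for JA. For ethylene it was the same in 66 and for flg15 in 69. The simulated lists gave means of 79.6, 79.8, 79.8 and 41.7 in the same order. At the thresholds of the calls the simulated lists shared 0 probe sets. Lists taken from unchanged groups hold the strongest noise, whereas the real lists passed a test. The simulation therefore does not decide how much of the overlaps and shared signs after the hormones comes from the NTC. With at least 1 hormone BP178 shared 68, with all 3 hormones 18, and 8 with flg15 and no hormone. Those with flg15 and no hormone included the receptor-like kinase Solyc12g005720 and the PR10 transcript Solyc09g090980. Of the 9 lower after BP178, independent lists would share 0.191 with SA, 0.153 with JA and 0.06 with ethylene, whereas the simulated lists with shared NTC had means of 5.27, 4.81 and 3.72 and reached 9, 9 and 7. Without NTC replicate 2 of experiment 1 the shared numbers were 28, 27, 18 and 19. Without BP178 replicate 2 and in the other single omissions they stayed between these values and 55, 48, 36 and 31.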

Within the 90 overexpressed and mapped genes after BP178 treatment, 37 were also overexpressed by flg15, 42 by ethylene, 58 by SA, and 53 by JA treatments (Figure 3).

The raw data of the microarray study are deposited in the National Center for Biotechnology Information (NCBI) repository, as metadata (experimental procedures for the transcriptomics analysis and experiment design) and the matrix data results for the different treatments. The code number at GEO webpage for the accession is GSE183707.

#### Quantitative Real-Time PCR Analyses

RT-qPCR was performed with 14 selected defense genes in order to validate the gene expression profile revealed by microarrays analysis in response to BP178 treatment. These candidate genes were chosen among genes showing significant induction profiles in the previous microarray analysis of *Solanum lycopersicum*, which encode proteins involved in plant-defense mechanisms (Supplementary Table 1) or with no significant changes in expression after the treatments.

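The genes measured by RT-qPCR encode PR proteins, a signaling receptor, transcription factors and enzymes. Of the 14, 7 could be matched to 1 probe set through the identifiers given for them, and 4 of these were overexpressed after BP178. The subtilase of PR7 (Solyc08g079900), a secreted protease, had a log2 FC of 2.39 after BP178 and 1.55 after flg15 (adjusted p = 0.05 after rounding). The osmotin-like PR5 transcript (Solyc08g080660) had 2.14 after BP178 and 3.23 after flg15. The blue copper protein BCB (Solyc03g116700), an electron carrier of the cell wall, had 1.89 (SE 0.27, adjusted p = 0.00217 from limma) after BP178 and 4.02 (adjusted p = 1.01e-07) after flg15. This was a larger response to flg15, which was run in the other experiment (difference -2.12, adjusted p = 0.0358). The ERF Solyc09g089930, a transcription factor of ethylene signaling, had 1.74 after BP178. The harpin-induced protein Solyc10g081980 had 0.26 after BP178 (adjusted p = 0.913), 0.36 after flg15 and 3.35 after SA (adjusted p = 5.64e-09). WRKY Solyc03g116890 had 0.18 after BP178 (adjusted p = 0.971), 0.31 after flg15 and 5.26 after JA (adjusted p = 1.36e-09). The ethylene receptor ETR6 had -0.17 after BP178 and 1.40 after ethylene (adjusted p = 0.00279).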

A significant correlation was observed between the RT-qPCR and microarray data (Chi-square Pearson correlation coefficient of 0.789, *p* < 0.001, n = 70) (Supplementary Figure 3). Specifically, BP178 treatment induced overexpression of *harpin, PR9, PR3*, ERF, PR2, BCB, PR5, and PR7, similarly to the flg15 treatment that, apart from these genes, also overexpressed a polyphenol oxidase and the transcription factor WRKY3 (Figure 4). Contrarily, the treatment with the bactericidal peptide BP100 caused a slight overexpression of only one out of 14 genes (e.g., *polyphenol oxidase*).

**Figure 4:**
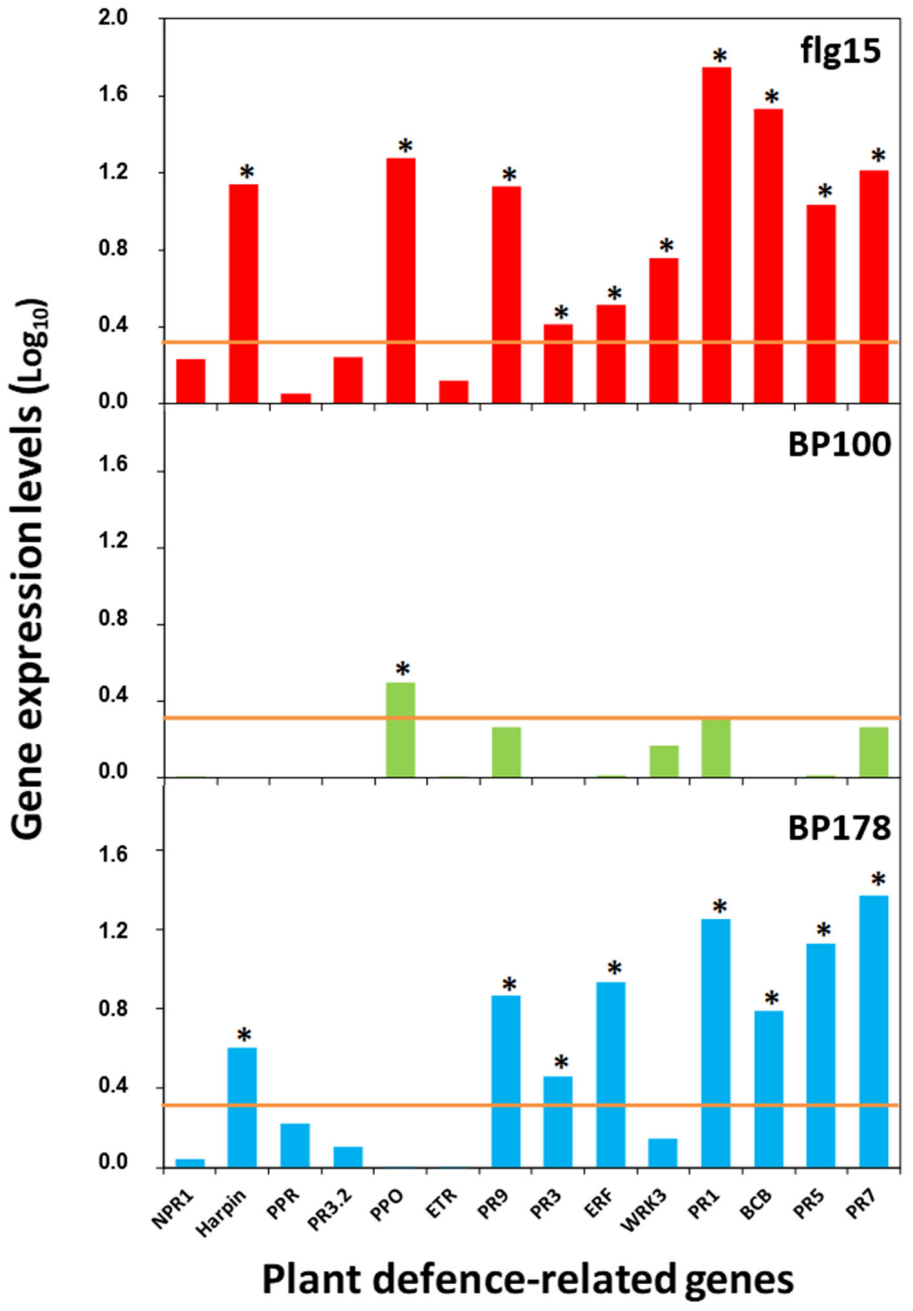
Relative expression levels (log_10_) of selected tomato plant-defense genes verified by qPCR analysis after treatment with the peptides. Orange line, cut-off values for gene induction are considered fold changes above 2 (log_10_, 0.3) (relative quantification using the ΔΔCt method). Asterisk, significant values of fold change. Gene expression data for BP100 and flg15 in the case of *PR1* gene have been previously published (Badosa et al., 2017).

## Discussion

Biostimulant application in agriculture represents a powerful strategy to improve both plant yield and tolerance to abiotic and biotic stresses (Rouphael and Colla, 2020). These products interact with plant-signaling cascades that triggered the expression of stress-responsive genes. Rapid responses to plant pathogens could trigger systemic signaling pathways and lead to plant resistance against pathogen attack (Moore et al., 2011; Wu et al., 2014). In the present study, we investigated the antimicrobial activity of peptide BP178 (Badosa et al., 2013; Montesinos et al., 2017) and its potential use as biostimulant to improve resistance to biotic and abiotic stresses in tomato, one of the major crops cultivated worldwide. In addition, the activity of BP178 was compared to the antibacterial peptide BP100 that does not have plant defense elicitation activity and to the plant-defense elicitor peptide flg15.

BP178 showed potent bactericidal activity against *Xanthomonas campestris* pv. vesicatoria and *Pseudomonas syringae* pv. tomato. In addition, we have shown here that BP178 applied by spraying to tomato plants was effective against infection by Pto, Xcv, and also Bc. These results agree with previous reports, indicating the effect against other plant pathogenic bacteria like *X. arboricola* pv. pruni, *Erwinia amylovora*, and *Xylella fastidiosa* (Badosa et al., 2013; Baró et al., 2020). However, the control of Bc infections in tomato was not expected due to the low *in vitro* antifungal activity exhibited by BP178. Therefore, we hypothesized a possible role of BP178 as a plant-defense elicitor. This possibility was previously pointed out because tobacco leaf infiltration with BP178 showed an HR-type response in tobacco plants, similarly to other hybrid peptides, incorporating BP100 (Badosa et al., 2013).

The treatment of tomato plants with BP178 and the subsequent analysis of microarray data revealed that 100 genes showed differential expression, compared to the non-treated control. Ninety of these genes were functionally annotated, and 74.4% were identified as defense-related genes. Furthermore, when the gene expression profile of tomato plants challenged with BP178 was compared to that of SA, JA, ethylene, and flg15 profile, several upregulated genes were found to be shared with these pathways. 

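Both peptides were sprayed at the same dose, and flg15 represents the part of flagellin that plants recognize. A difference between their responses was tested directly, as the log2 FC of BP178 minus that of flg15, each against the NTC of its own experiment. Each peptide was run in 1 experiment, so a difference between the peptides cannot be told apart from one between the experiments. At an adjusted p below 0.05, 22 probe sets had a higher log2 FC after BP178 than after flg15 and 37 a lower one. At an unadjusted p below 0.05 there were 6304, where a share of 0.05 of the 67795 tested would pass without any effect. Of the 22, BP178 overexpressed 10 and flg15 lowered 3, and of the 37, flg15 overexpressed 29 and BP178 lowered 3. Of the 233 probe sets that changed after either peptide, 33 were overexpressed after both, 51 after BP178 alone and 115 after flg15 alone, and 45 differed by the direct test. Polyphenol oxidase D (LOC101258176) responded more to BP178 (difference 2.58, SE 0.32, adjusted p = 0.00142 from limma). So did the endochitinase Solyc02g061770 (2.55, adjusted p = 0.0137), a UDP-glycosyltransferase of small-molecule conjugation (Solyc03g078490, 2.43, adjusted p = 0.0351) and an FAD-binding oxidase (Solyc02g079440, 2.26, adjusted p = 0.00635). The endochitinase lay near background in experiment 2 (2.21 to 2.74 in NTC, 2.57 to 3.07 after flg15), which leaves the size of its difference uncertain. An unknown protein (Solyc04g015820) responded more to flg15 (difference -4.30, adjusted p = 0.000108). An omega-6 fatty acid desaturase (Solyc04g040130), which makes polyunsaturated fatty acids, differed by -3.19 (SE 0.24, adjusted p = 3.75e-06). The proline-rich protein Solyc08g078920 differed by -3.82 (adjusted p = 0.0351) and a cortical cell-delineating protein (Solyc08g079230) by -3.02 (adjusted p = 0.00247). Receptor-like kinases with a description numbered 32, of which flg15 overexpressed 19 and BP178 2. They were counted among transcripts that the study had selected, flg15 transcripts included, and 6 of the 19 were higher after flg15 by the direct test. Pearson's r between the log2 FC of the peptides was 0.24 across the 233 probe sets and 0.05 across all, where genes are not independent replicates. It ranged from 0.11 without flg15 replicate 1 to 0.44 without flg15 replicate 2. Without flg15 replicate 2 the log2 FC of 57 was higher and of 52 lower after BP178 than after flg15. The number higher was 7 without NTC replicate 3 of experiment 2, and the number lower was 19 without NTC replicate 1 of experiment 1.

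**Figure D2:**
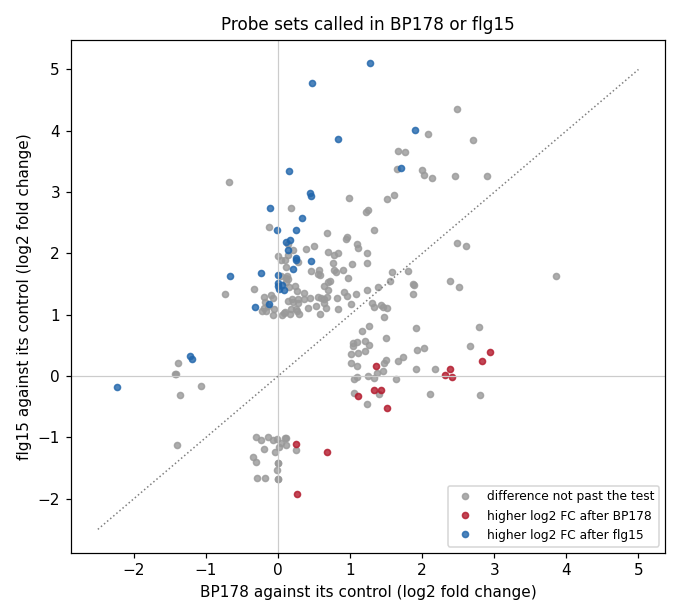
Log2 FC after BP178 (horizontal axis) and after flg15 (vertical axis), each against the NTC of its own experiment, of the 233 probe sets called after either peptide (points). Red points lie below the diagonal and had the higher log2 FC after BP178 by the direct test, including transcripts that flg15 lowered, and blue points had the higher log2 FC after flg15, including transcripts that BP178 lowered.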

Flg15, as has been previously reported in pear plants (Badosa et al., 2017), triggered plant-defense responses, but has no antibacterial activity, whereas, contrarily, BP100 was strongly antibacterial, but had no significant gene induction activity according to the genes that were analyzed by RT-qPCR. Unfortunately, in the present work, the gene expression analysis of BP100 treatment was not included in the microarray, because we had previous evidence by RT-qPCR (Badosa et al., 2017; Oliveras et al., 2018) that, among 16 genes studied, only PinII and PPO were slightly overexpressed. Then, we cannot exclude that BP100 would induce the expression of genes other than the ones tested by RT-qPCR.

The present results are also in agreement with other reports involving flagellin (Zipfel et al., 2004; Pastor-Fernández et al., 2020). In addition, and as expected, we have found that tomato plants sprayed with SA, JA, or ethylene increased expression of a wide range of defense-related genes, but 10 genes were unique to BP178 challenged plants. Seven of these genes were mapped and identified as pathogenesis related protein-1, glycosidase, a member of the ABC transporter family, ser/thr protein kinase, cold shock protein, pre-mRNA-splicing factor CLF1, and CXE carboxylesterase.

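Genes of hormone synthesis, perception and response serve as a check of the treatments. The lists tested were written by gene symbol after first results had been seen. Against all other probe sets they were tested with camera in limma at a preset correlation of 0.01, adjusted over 15 lists, and again with the correlation estimated from the data. After JA, 5 of 8 JA synthesis genes were overexpressed (camera adjusted p = 1.99e-12, estimated correlation 0.00937), among them allene oxide synthase (aos, log2 FC 3.74, SE 0.31, adjusted p = 6.2e-08), allene oxide cyclase (aoc, 2.32) and opr3 (2.16), which act in sequence. Of the JA-induced defense genes, 5 of 6 were overexpressed (adjusted p = 1.45e-13, estimated correlation 0.00937), such as the wound-induced inhibitor PIIF (3.29) and the arginase ARG2 (4.30). After ethylene, 5 of 14 receptor and signaling genes were overexpressed (adjusted p = 4.56e-17, estimated correlation 0.00737). EBF1, an F-box protein that turns over ethylene signaling factors, had 2.77 (SE 0.15, adjusted p = 5.56e-10), and the receptor ETR4 had 2.02. ETR4 also rose after SA and JA, by 2.00 and 1.76. Of 10 probe sets of ethylene synthesis genes, limma called 0 after ethylene (4 at an unadjusted p below 0.05, camera adjusted p = 0.0631, and 0.268 with the estimated correlation). After SA, 2 of 4 signaling genes were overexpressed (adjusted p = 1.46e-05, estimated correlation 0.0123), the receptor-type regulators NIM1 (1.47, SE 0.16, adjusted p = 1.73e-06) and NML1 (1.39). After BP178 the medians of these lists were 0.18 for JA synthesis (adjusted p = 0.361), -0.17 for JA-induced defense (adjusted p = 0.461), 0.05 for SA signaling (adjusted p = 0.542) and 0.17 for ethylene receptors and signaling (adjusted p = 0.0286, but 0.431 with the estimated correlation).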

Several pathways seem to be involved in BP178-triggered plant immunity, although pathways related to biotic stress were predominant. For instance, we found upregulation of genes coding for pathogenesis-related proteins like PR1, PR2, PR3, PR4, PR5, PR6, PR7, PR9, PR10, and PR14. This finding can be related to the decrease in severity of bacterial and fungal infections in tomato plants treated with BP178. 

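PR genes that carry a symbol in the array annotation form a list that does not depend on the descriptions of the overexpressed transcripts, although it was written after first results had been seen. Of its 12 genes, 4 were overexpressed after BP178, namely PR1b1, the chitinase CHI3, the ribonuclease rnale and the subtilase P69B. The list holds a ribonuclease, although Solyc05g007950, which the paper places in PR10, is annotated as a ribonuclease T2. The list was not tested without its ribonuclease. The median log2 FC was 0.59 (camera adjusted p = 9.98e-12, and 0.00142 with an estimated correlation). After flg15, 3 were overexpressed, the PR4-type PR-P2, CHI3 and P69B (median 0.35, camera adjusted p = 2.69e-05, but 0.0555 with an estimated correlation). A test of the difference between the peptides over this list gave a median of 0.11 (camera adjusted p = 0.387). SA and JA each raised 3 and lowered 1, and ethylene raised 2 and lowered 1. From the upregulation of PR genes, the paper proposes a relation with the lower severity of bacterial and fungal infections in plants treated with BP178. PR1b1 and CHI3 lost their BP178 calls with 1 array left out.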

The overexpression of PR genes was also reported as the reason to enhanced resistance in a variety of plants (i.e., potato, rice, grapevine, and tobacco) against a wide range of pathogens (Ali et al., 2018). Interestingly, it has been reported that the SA mediated activation, triggered after biotrophic/hemibiotrophic and necrothrophic pathogen attack, leads to expression of *PR1, PR2*, and *PR5* genes (Ali et al., 2018). In fact, the increased expression of *PR1* and *PR2* genes has been used as a molecular marker of the SAR pathway (Ceasar and Ignacimuthu, 2012), and the expression of *PR3, PR4*, and *PR12* genes is considered a signature of the JA pathway (Ali et al., 2018). Although both pathways follow different signaling systems, they can interact (Narváez et al., 2020), as we observed in BP178-challenged tomato plants.

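Chitinases cleave chitin of fungal cell walls, and PR2 glucanases cleave the glucan beside it. After BP178, the acidic chitinase Solyc05g050130 had a log2 FC of 1.51 (SE 0.24, adjusted p = 0.00641 from limma), and 2.88 after flg15, and the difference of -1.37 did not pass the test (adjusted p = 0.165). The chitinase Solyc01g097270 had 1.23 (SE 0.15, adjusted p = 0.000426) after BP178 and 2.01 after flg15. The endochitinase Solyc02g061770 rose by 5.59 after SA and 4.58 after JA, and had 0.39 after flg15 (adjusted p = 0.661). An endochitinase of the same class (Solyc10g074460) had 1.01 after BP178 (adjusted p = 0.0311) and 1.62 after JA. The NTC of experiment 2 lay below those of experiment 1 (log2 difference -1.52 for Solyc05g050130 and -1.93 for Solyc01g097270), so values of the peptides are compared as changes from their own NTC. The BP178 calls of Solyc05g050130 and Solyc10g074460 ended without NTC replicate 2, and that of Solyc10g074460 also after quantile normalization.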

The overexpression of the antifungal proteins PR2, PR3, PR4, and PR5 by BP178 treatment is particularly relevant since the plants are able to control infections caused by Bc, although this peptide has no significant *in vitro* antifungal activity. Interestingly, upregulation of PR3 and PR4 genes (chitinases) was reported in a *Fusarium*-resistant banana cultivar (Niu et al., 2018). Besides playing a key role against fungal pathogens, PR3 and PR4 also increase by other biotic factors, such as bacteria, viruses, viroids, or insects, and abiotic stresses, including osmotic, salt, cold, or wounding stresses, and salicylic acid and ethylene (Sharma et al., 2011; Grove, 2012). As mentioned above, the treatment with BP178 resulted also in the induction of *PR2, PR3*, and *PR5* genes involved in the ethylene-signaling pathway, in agreement with several studies reporting that ethylene perception and signaling are key factors in plant resistance to fungal and bacterial pathogens in many horticultural crops (Ravanbakhsh et al., 2018).

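Ethylene is a gas hormone that induces vacuolar PR proteins. In the arrays, ethylene raised the PR2 glucanase LOC101261650 by a log2 FC of 1.88 (SE 0.22, adjusted p = 9.53e-06 from limma) and the chitinase Solyc01g097270 by 2.04 (adjusted p = 1.78e-08). The osmotin-like PR5 transcripts rose after ethylene by 4.30 (Solyc08g080660, SE 0.42, adjusted p = 1.18e-06), 2.58 (Solyc08g080640) and 2.19 (Solyc08g080650). The endochitinase Solyc02g061770 had 0.65 after ethylene (adjusted p = 0.292, not past the test). After SA, the PR2 glucanase had -0.09 (adjusted p = 0.943), and Solyc08g080650 fell by 1.14 (adjusted p = 0.00333).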

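Osmotins are PR5 proteins that permeabilize fungal membranes. In the arrays, 3 osmotin-like transcripts with neighboring identifiers were overexpressed after BP178. NP24 (Solyc08g080640) went from a log2 value of 7.54 to 9.56 after BP178, a log2 FC of 2.02 (SE 0.30, adjusted p = 0.00298 from limma), and had 3.29 after flg15 and 3.49 after JA. Solyc08g080660 had an FC of 4.41 after BP178 (SE 0.42 on the log2 scale, adjusted p = 0.0356), 9.35 after flg15 and 7.73 after JA. Solyc08g080650 had 1.33 on the log2 scale after BP178 (adjusted p = 0.0266) and 2.38 after flg15. NP24 kept its BP178 call with any 1 array left out, and the other transcripts did not. The adjusted p of Solyc08g080660 in BP178 plants was 0.0509 after quantile normalization and 0.0654 with a trended robust prior.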

The pathogenesis-related gene *Osmotin*/*OLP* (coding a osmotin PR5 family) was highly induced in tomato plants in response to BP178 treatment. Osmotin overproduction has an effect against infection by several fungal plant pathogens, such as Bc (Monteiro et al., 2003), *Fusarium solani*, and *Colletotrichum gloeosporoides* (de Freitas et al., 2011), in agreement with our results of Bc infection control in tomato plants. In addition, it has been reported that the osmotin accumulated in plant cells in response to biotic or abiotic stresses (Chowdhury et al., 2017) provided osmotolerance, as well as induced cryoprotective functions (Barthakur et al., 2001; Goel et al., 2010). Moreover, the overexpression of the *osmotin* gene in transgenic plants results in enhanced tolerance to abiotic stresses, such as cold, salt, and drought (Patade et al., 2013).

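Subtilases are secreted serine proteases, of which the P69 family is induced by pathogens in tomato. P69G (Solyc08g079900) had an FC of 5.24 after BP178 (SE 0.34 on the log2 scale, adjusted p = 0.00226 from limma). P69B (Solyc08g079870) had a log2 FC of 1.87 (SE 0.27, adjusted p = 0.00211) after BP178 and an FC of 2.82 (adjusted p = 0.00999) after flg15, and the difference did not pass the test (adjusted p = 0.813). The subtilase-like transcript LOC101252733 had 1.43 after BP178 (SE 0.27, adjusted p = 0.0305), 1.16 after flg15 (adjusted p = 0.0708, not past the test), 1.27 after JA and 1.07 after ethylene. After SA, P69B had -0.42 (adjusted p = 0.519) and P69G 0.19 (adjusted p = 0.906). P69B kept its BP178 call with any 1 array left out, and LOC101252733 did not.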

Various *PR7* genes (subtilisin-like proteases, subtilases) were also overexpressed by the treatment of tomato plants with BP178. It is known that several PR7 proteins are specifically activated under different situations like after pathogen infection (Figueiredo et al., 2014) in tomato plants infected with citrus exocortis viroid (Granell et al., 1987), infection by *Pseudomonas syringae* or *Phytpohtora infestans*, and by SA treatment (Tornero et al., 1996; Jordá et al., 1999; Tian et al., 2005). In addition, subtilases are linked to immune priming in plants, and the DAMP systemin has been identified as one of the substrates of a subtilase (Schaller and Ryan, 1994, Kavroulakis et al., 2006). *PR7*s are also reported to be involved in abiotic stresses, such as drought and salt resistance mechanisms (Figueiredo et al., 2018).

Furthermore, plants challenged to BP178 overexpressed genes-coding PR10 proteins (ribonuclease-like proteins), which are known to confer activity against *Pseudomonas syringae* and *Agrobacterium tumefaciens*, among several pathogens (Ali et al., 2018). This finding is in agreement with the control of infections by Pto in tomato plants treated with BP178. Similarly, PR14 genes that were overexpressed in BP178 plants code for lipid-transfer proteins that exhibit both antibacterial and antifungal activities (Patkar and Chattoo, 2006).

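PR10 proteins are small cytoplasmic proteins, some with ribonuclease activity. The paper places Solyc05g007950 in PR10, but it is annotated as a ribonuclease T2, an enzyme that degrades RNA, and not as a PR10 protein. Its log2 FC was 2.66 after BP178 (SE 0.38, adjusted p = 0.0021 from limma), 3.20 after SA and 2.90 after JA. The Mal d 1-like transcript Solyc09g090980, a PR10 protein of the Bet v 1 fold, had 2.48 after BP178 (SE 0.30, adjusted p = 0.000481) and 2.17 after flg15 (adjusted p = 0.000624). It had -0.01 after SA and 0.20 after JA (adjusted p = 0.996 and 0.838). Both kept their BP178 calls with any 1 array left out.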

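Lipid-transfer proteins carry lipids through the cell wall and can disturb microbial membranes. Solyc08g007460 rose from 4.03 ± 0.62 (SD, n = 3) to 6.92 ± 0.39 (SD, n = 3) on the log2 scale after BP178 (adjusted p = 0.00337 from limma), and its log2 FC was 3.26 after flg15 and 3.74 after SA. Solyc08g067550 had 1.93 after BP178 (SE 0.22, adjusted p = 0.000426) and 1.30 after SA, and 0.42 after flg15 (adjusted p = 0.499), and its difference of 1.51 between the peptides did not pass (adjusted p = 0.0793). Solyc06g084190 had 1.07 after BP178 and did not pass the test (adjusted p = 0.0783).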

In addition to the expression of several pathogenesis-related genes, BP178 induced several transcription factors, including ERF, WRKY, NAC and MYB, and enzymes implicated in cell wall and oxidative stress. 

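WRKY, NAC and MYB proteins are families of transcription factors that control defense and hormone genes. WRKY30 (Solyc08g082110) had a log2 FC of 1.09 after BP178 (SE 0.21, adjusted p = 0.0284 from limma) and 2.15 after flg15, and the difference did not pass the test (adjusted p = 0.216). The NAC factor Solyc05g007770 had 1.47 after BP178 (SE 0.25, adjusted p = 0.0128), 5.13 after JA and 4.24 after ethylene. The MYB factor Solyc02g087960 had 1.40 (adjusted p = 0.0903) and the HD-Zip factor Solyc04g005800 1.15 (adjusted p = 0.0853) after BP178, neither past the test. Of transcripts with a description, which the study had selected, 1 of 18 WRKY and 1 of 9 NAC factors were overexpressed after BP178, and 5 WRKY factors after flg15. A pectinesterase (Solyc06g034370), which modifies cell wall pectin, had 1.88 after BP178 (adjusted p = 0.00192) and 1.49 after flg15. A glutathione S-transferase of oxidative stress (Solyc09g011630) had 1.27 after BP178 (adjusted p = 0.0266) and 5.89 after SA. The calls of WRKY30, the NAC factor and the glutathione S-transferase after BP178 ended with 1 array left out, for WRKY30 with any of the 6.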

ERFs are induced by SA, JA, and ethylene by integrating transcription factors and signaling pathways (Zheng et al., 2019). 

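ERFs are transcription factors that bind the GCC box of defense genes. After BP178, 4 of the 15 ERF transcripts with a description were overexpressed and 1 was lower, counted among transcripts that the study had selected. Of 7 probe sets with an ERF symbol, a list without this selection, limma called 0 (2 at an unadjusted p below 0.05), with a median log2 FC of 0.12 (camera adjusted p = 0.0286, but 0.191 with an estimated correlation). ERF1a (Solyc09g089930) had an FC of 3.34 (SE 0.21 on the log2 scale, adjusted p = 0.000481 from limma) after BP178, 1.24 after flg15 (adjusted p = 0.624) and 29.8 after ethylene. Its response to BP178 exceeded that to flg15 by 1.43 on the log2 scale, which did not pass the test (adjusted p = 0.0757). The transcript described as ethylene-responsive factor 5 (Solyc04g078640) had a log2 FC of 1.33 (adjusted p = 0.00337) and ERF061-like (LOC101258880) 1.51 (adjusted p = 0.00132). Both responded more to BP178 than to flg15, by 1.56 (adjusted p = 0.0358) and 2.03 (adjusted p = 0.00357). ERF2b (Solyc12g056980) had 1.24 (adjusted p = 0.0275), and its difference of 1.70 from flg15 did not pass (adjusted p = 0.0573). The AP2-like factor Solyc06g075510 fell by 1.07 after BP178 and by 3.08 after SA. ERF1a kept its call with any 1 array left out, and ERF2b did not. Against the NTC of both experiments ERF061-like had 0.49 and did not pass the test.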

Our transcriptomic analysis with the microarray confirmed the overexpression of four *ERF* genes, and the RT-qPCR confirmed that BP178 almost triples the elicitor effect produced by flg15 on the *ERF* gene. ERFs are key regulators, integrating ethylene, abscisic acid, jasmonate, and the redox-signaling pathway in plant-defense response against abiotic stresses (Mizoi et al., 2012; Müller and Munné-Bosch, 2015). Moreover, BP178 challenged in tomato induced genes implicated in the synthesis of cytochrome P450, which is involved in plant steroid hormone biosynthesis (Farmer and Goossens, 2019).

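Cytochrome P450 enzymes are oxygenases of hormone and secondary metabolism. Of the 13 with a description, all among transcripts that the study had selected, 2 were overexpressed after BP178. Solyc09g066400 had a log2 FC of 2.32 after BP178 (SE 0.27, adjusted p = 0.000426 from limma), 0.01 after flg15, 6.15 after SA and 4.63 after JA, and it responded more to BP178 than to flg15 (difference 2.31, adjusted p = 0.0213). Solyc04g078290 had 1.55 after BP178 (SE 0.25, adjusted p = 0.00617) and 4.76 after SA. Solyc11g069800 had 1.12 after BP178 and did not pass the test (adjusted p = 0.0783). The call of Solyc04g078290 ended without NTC replicate 2.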

Finally, the present study provides evidence that BP178 is a bifunctional peptide with bactericidal and defense-elicitor properties, protecting tomato from bacterial and fungal infections. This protection is partially due to the priming effect, similarly to flg15 that is conferred through very complex signaling pathways like the SA, JA, and ethylene. Interestingly, BP178 (C-terminal end) and flg15 (in the middle moiety) present a similar amino acid sequence [flg15: SAK-DDA (4-9 aa); BP178: SAKKDEL (23-29 aa)].

The singular properties of BP178, its biological performance, and the possibility to be produced using plants as biofactories (Montesinos et al., 2017), and, eventually, microorganisms, open great expectations for its future exploitation as a biopesticide for plant disease protection.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: www.ncbi.nlm.nih.gov/, GSE183707.

## Author Contributions

EM, EB, MP, and LF obtained the financial support. LM, BG, LR, EB, and EM designed the research, analyzed the data, and wrote the paper. MP and LF provided the AMPs. LM, BG, and LR conducted and performed the experiments. All authors read, reviewed, and approved the final manuscript.

## Funding

This work was supported by the Spanish Ministerio de Economia y Competitividad (MINECO) Grant Nos. AGL2012-39880-C02-02 and AGL2015-69876-C2-1-R.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher's Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: A Bifunctional Synthetic Peptide With Antimicrobial and Plant Elicitation Properties That Protect Tomato Plants From Bacterial and Fungal Infections
**Source:** Front Plant Sci. 2021 Oct 18;12:756357. doi: 10.3389/fpls.2021.756357
**Supplement:** Supplementary file 1

**Supplementary Table 1.** Genes and primers used for RT-qPCR analysis to quantify their expression levels in tomato plants in response to treatment with synthetic peptide BP178.

| **Gene** | **Primer code** | **Sequence (5’–3’)** | **Reference** |
| --- | --- | --- | --- |
| *PR3,Chitinase endochitinase family 19* | LeChi-f | TTCACCTTTGCTGACTGCCT | This study |
| (Solyc10g055820.1.1) | LeChi-r | CTTTGACAATTGCCGGGAGC |  |
|  |  |  |  |
| *Chi2, chitinase 2 family 18* | ChiAS-f | TTCGGCACTGATGGAAGTGG | This study |
| (Solyc11g072830.1.1) (PR3.2) | ChiAS-r | TTTTAAGCTTGCTACACGCGG |  |
|  |  |  |  |
| *PR7, P69G, Subtilisin-like protease* | LeSub1-f | ACCTAAAGGCGTTGTCGTGA | This study |
| (Solyc08g079900.1.1) | LeSub1-r | ACCCCAGACATTGAGCTGTT |  |
|  |  |  |  |
| *WRKY transcription factors* | LeWRK3-f | TTAGCAGCCGCCATATCAGG | This study |
| (Solyc03g116890.2.1) | LeWRK3-r | TGGCTGCCTGTCTTTCTCTG |  |
|  |  |  |  |
| *PR1, Pathogenesis-related protein-1* | LePR1A-f | TCTTGTGAGGCCCAAAATTC | Aimé et al., 2008 |
| (Solyc09g007010.1.1) | LePR1A-r | ATAGTCTGGCCTCTCGGACA |  |
|  |  |  |  |
| *PPO, Polyphenol oxidase* | LePPO-f | AGACGTAATTCCCACGTCCG | This study |
| (Solyc08g074650.2.1) | LePPO-r | GGCACGGTACACCGAAGTTA |  |
|  |  |  |  |
| *PR9, Peroxidase 1* | LePer1-f | TCTTAGCTGTTGCAGCTCGT | This study |
| (Solyc07g017880.2.1) | LePer1-r | CTAGTGTATGGCCACCGGAC |  |
|  |  |  |  |
| *NPR1 protein* | LeNPR1-f | AAAAGATCAAGCGGAGGCGA | This study |
| (Solyc02g069310.2.1) | LeNPR1-r | CTTTGACACTTGCACCGTCG |  |
|  |  |  |  |
| *ERF, Ethylene responsive transcription factor* | LeERT3-f | TCCGAAACAGTCACATCGCA | This study |
| (Solyc09g089930.1.1) | LeERT3-r | AGCATCTTCCGCGCTATCAA |  |
|  |  |  |  |
| *ETR6, Ethylene receptor* | LeETR-f | CCCGTTGTGTCCTCGTTACA | This study |
| (Solyc09g089610.2.1) | LeETR-r | CCGATGATCAAAGGCCAGGT |  |
|  |  |  |  |
| *OLP, Osmotin-like protein, PR5* | LeOsm2-f | TCCAATTCAATGCACAGCCA | This study |
| (Solyc08g080660.1.1) | LeOsm2-r | TAGGACCACATGGACCGTGA |  |
|  |  |  |  |
| *Harp, Harpin-induced protein-like* | LeHarp-f | ATTATGGCCCGTCCATTCCG | This study |
| (Solyc10g081980.1.1) | LeHarp-r | ATGCAATGACTCCGAGGACG |  |
|  |  |  |  |
| *PPR, Pentatricopeptide repeat protein* | Le5AS-f | GGTGCTTGTAGGGTCTACGG | This study |
| (Solyc09g090440.1.1) | Le5AS-r | CCATTCACCTCCACGATGCT |  |
|  |  |  |  |
| *BCB, Blue-copper-binding protein gene* | LeBCP-f | TTGGCACACACTGTCAAGGT | This study |
| (Solyc03g116700.2.1) | LeBCP-r | ACTGGCCAATAGGGTCGTTG |  |
| *Actin* | LeAct-f | CACTGTATGCCAGTGGTCGT | Badosa et al., 2017 |
| (Solyc04g011500.2.1) | LeAct-r | GACGGAGAATGGCATGTGGA |  |

**REFERENCES**

Aimé, S., Cordier, C., Alabouvette, C., and Olivain, C. (2008). Comparative

analysis of PR gene expression in tomato inoculated with virulent Fusarium

oxysporum f. sp. lycopersici and the biocontrol strain F. oxysporum

Fo47. *Physiol. Mol. Plant Pathol.* 73, 9–15. doi: 10.1016/j.pmpp.2008.

10.001

Badosa, E.,Montesinos, L., Cam,ó, C., Ruz, L., Cabrefiga, J., Francés, J., et al. (2017).

Control of fire blight infections with synthetic peptides that elicit plant defense

responses. *J. Plant Pathol.* 99, 65–73.

How the deposited data were processed for this re-analysis (not part of the article)

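Leaf RNA of tomato plants was measured on 21 GeneChip Tomato Gene ST arrays, 3 in each of 7 groups, at 24 h after treatment with BP178, flg15, SA, JA, ethylene or water. Each array held RNA pooled from 10 plants. The sample labels assign BP178, SA, JA and ethylene with 3 non-treated controls (NTC) to experiment 1, and flg15 with 3 other NTC arrays to experiment 2. The methods give about 1 µg of RNA per array and the labels another amount, so the amount is not used here.

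The authors background-corrected, normalized between arrays and summarized the probe intensities by RMA in Expression Console, whose version is not given in the sources used here. The deposited values are on the log2 scale and run from 0.956 to 13.85. Array medians lie between 2.63 and 2.85, so most probe sets are dim, and the arrays hold no counts from which a depth could be computed. The number of arrays per group limits the precision.

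All 67795 probe sets were fitted in limma 3.58.1 under R 4.3.3, with one mean per group over all 21 arrays and empirical Bayes moderation with a constant prior. The paper names Babelomics and the thresholds for fold change and false discovery rate, and the text does not name the model. Each treatment was compared with the NTC of its own experiment. A probe set was called at an FC of at least 2 or at most 0.5 with a Benjamini-Hochberg adjusted p below 0.05 over all probe sets. The difference between the BP178 and flg15 responses was tested as a contrast of both changes at an adjusted p below 0.05, without a minimum FC. The p values printed beside genes are adjusted p values from limma's moderated test, two-sided.

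Gene symbols came from the annotation table of the array, which gives 1 symbol for 23194 probe sets, several for 170 and none for 44431. Descriptions came from Supplementary Table 2, which was read in full for BP178 and flg15, for the first 573 of 2974 rows for SA, and not for JA and ethylene. Families found through words of these descriptions were therefore counted only among transcripts that the study had selected, and could not be tested against all probe sets. For tests over all probe sets, 15 lists of gene symbols were written after first results had been seen. They were tested with camera at a preset correlation of 0.01 and with an estimated correlation, and with fry, adjusted over the lists within a treatment. Lists of trichome and phloem markers held no symbol of the array annotation and were not tested.

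Genes named in the text follow a rule set before the values were read, although the values in Table 3 and Supplementary Table 2 had been seen. The rule takes every transcript of Table 3, the RT-qPCR genes, and for each treatment the 10 largest increases and 5 largest decreases among called genes whose arrays do not overlap with NTC. It also takes up to 4 called members of each list, the 5 largest differences between the peptides on each side, and the transcripts overexpressed after BP178 alone.

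Overlaps of lists were set beside the number that independent lists would share and beside 100 simulations of unchanged groups with the same shared NTC. At the thresholds the simulated lists shared 0 probe sets, which says nothing about lists of the real sizes, so lists of the real sizes were taken from their highest t values, which was decided after the overlaps had been seen. The fit was tested on simulated data in which 50 probe sets were changed at each of 4 sizes. At a log2 change of 1.5 it recovered 49 of 50 for BP178, 47 for flg15 and 49 for SA, and 50 of 50 at 2, 3 and 4, with 0, 6 and 1 false calls. The simulated noise was normal and independent between probe sets, and no change below 1.5 was simulated. The recovery therefore says nothing about calls between the FC threshold and that size.

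The alternatives tried were quantile normalization, median centring, leaving out the dimmest 25% of probe sets, fitting an experiment or 2 groups alone, a trended robust prior, array weights, and a block for the replicate number. Others were an adjusted p below 0.01, no minimum FC, FC without a test, the NTC of both experiments together, and each array left out in turn. Replicate numbers were not taken to pair the arrays, since the labels do not say that they do. Of the 14 RT-qPCR genes, 7 could not be matched to 1 probe set and are left out. Coordinates are left out because the genome build of the array annotation is not given in the sources used here.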

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

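In this part the gene lists, the test of chloroplast genes and the tests of the flavonoid genes were chosen after results had been seen, and so was the use of quantile normalization and of single omissions to test an explanation.

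The paper does not compare the NTC of its 2 experiments. In the arrays, 579 probe sets were higher and 631 lower in the NTC of experiment 2, a signal in a comparison that the paper did not make. Genes of flavonoid synthesis lay lower, with log2 differences of -5.25 for dihydroflavonol reductase (Solyc02g085020), -4.54 for anthocyanidin synthase (Solyc08g080040) and -3.22 for F3H. The reductase and anthocyanidin synthase lay near background in the NTC of experiment 2 (3.33 and 2.89), which leaves the size of their differences uncertain. The osmotin NP24 (Solyc08g080640) and the PR2 glucanase LOC101261650, picked for their large differences, had log2 differences of -3.81 and -3.62. Lists lower by both forms of camera, besides flavonoid synthesis, were flagellin perception and early immune signaling (2 of 7 called lower, median -0.65, adjusted p = 3.28e-07, and 0.00778 with an estimated correlation), SA signaling (1 of 4, median -0.59, adjusted p = 0.000307 and 0.0159) and PR genes (3 of 12, median -0.07, adjusted p = 0.000307 and 0.0319). The WRKY list had a median of 0.26 (adjusted p = 0.011, but 0.0977 with an estimated correlation). A list of expansins and xyloglucan hydrolases, which loosen and remodel the cell wall, was higher, with 6 of 25 called higher and 1 lower (camera adjusted p = 1.18e-08, and 0.00519 with an estimated correlation), as was a list of histone and cell division genes, with 2 of 13 called higher (adjusted p = 1.71e-09, and 0.00834 with an estimated correlation). After quantile normalization the number was again 1210. The deposited values had already been normalized between arrays, so this repeat does not decide whether normalization is the source. The lowest number with 1 NTC array left out was 1084, which argues against a single odd array. The median difference of 83 probe sets of chloroplast genes was -0.0198, which argues against a different share of chloroplast RNA. The 6 arrays allow 10 groupings, too few for a share below 0.05, with 1210 in the real one and 0 in the highest other. Besides normalization, a difference in growth, age or handling of the plants stays open, as does any technical difference between the 2 experiments. The sample labels give no condition that differs between these NTC, so no biological explanation was tested.

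The responses to BP178 and flg15 differed by a direct test of the difference, with a higher log2 FC after BP178 for 22 probe sets and after flg15 for 37. Of the 22, flg15 lowered 3, and of the 37, BP178 lowered 3. Of 100 regroupings drawn within the experiments, 3 gave at least as many as the real 59, the real one included. The highest other grouping gave 120, and the next 111, which points to a structure of the samples. Both mix the arrays of experiment 1 and keep the flg15 arrays apart from their NTC, so they carry the flg15 response itself. The share of regroupings therefore does not decide whether chance can be excluded for a difference between the peptides. Each peptide was run in 1 experiment, and a difference between the peptides cannot be told apart from a difference in how the plants of the experiments responded.

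In experiment 1, genes of flavonoid synthesis were often lower after treatment. ANT1 lay near background in the NTC (2.23), where a decrease could hardly show. Over F3H, CHS1, CHS2, dihydroflavonol reductase, anthocyanidin synthase and the regulator ANT1, 17 of 24 changes after BP178, SA, JA and ethylene were called lower, with a median log2 change of -1.53. Dihydroflavonol reductase and anthocyanidin synthase were added after their decrease in BP178 plants had been seen, and hold the only 2 of these calls after BP178. Over the 4 other genes the median after BP178 was -0.62 (camera adjusted p = 0.00147, but 0.113 with an estimated correlation), and each hormone lowered 3 of them. With 1 NTC array left out the median change nearest to 0 was -1.36, which argues against a single NTC array as the source. The NTC of experiment 1 lay above those of experiment 2 by a median of 3.24, so a chance excess in the NTC of experiment 1 is a candidate explanation. The treated arrays lay above the NTC of experiment 2 by a median of 1.59, with a lower quartile of 0.41. This reaches neither bound set for this explanation, but ANT1, with group means from 2.11 to 2.57 and so near background, lowers the quartile. F3H, CHS1, dihydroflavonol reductase and anthocyanidin synthase had means above the NTC of experiment 2 after each treatment of experiment 1. CHS2 did not after JA (6.55 against 6.65), so the explanation stays open. A lower pigment synthesis after treatment stays open as well and was not tested apart from it.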

How the results depend on the processing

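Alternatives were set before the data were examined, except the restrictions to named probe sets and to a range of identifiers, counting identical rows once, and gene lists under other scalings, which were chosen after seeing the data. Of 555 counts under other settings, 432 were within 1.5 times the value reported, and of 9413 values of single genes 8719 kept their direction and their side of the threshold, 636 no longer passed, 56 passed newly and 2 reversed. Where a cause is not named below, the cause was not tested.

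Fitting the BP178 or flg15 arrays with their NTC alone leaves fewer arrays to estimate the spread. BP178 then overexpressed 41 (84 with all arrays), 15 above an FC of 4, and shared 17 with flg15, 21 with SA, 22 with JA, 13 with ethylene and 1 with all 4. It had 3 alone, 24 of Table 3, 14 of the PR families and 1 RT-qPCR gene. For flg15 there were 88 higher and 15 lower. Experiment 2 holds no other arrays, so fitting experiment 2 alone is this same fit. Across genes, r between the peptides was 0.336.

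With an adjusted p below 0.01, a stricter threshold, BP178 had 49 higher and 5 lower, flg15 8 lower, 17, 29, 28, 16 and 2 shared in the same order, 4 alone, 14 of the PR families, and 6 and 19 with a higher log2 FC after BP178 or after flg15 in the direct test. Without a minimum FC, a wider threshold, BP178 had 19 lower, flg15 107, SA 3007 higher and 3821 lower, JA 2544 and 3206, ethylene 1887 and 1221, and the NTC 3274. Shared with SA, JA, ethylene and all 4 were then 86, 73, 64 and 10, with r 0.366. By FC without a test, also wider, BP178 had 158 higher and 51 lower, flg15 223 and 160. Shared were 80, 85, 74 and 10, 23 were alone, 462 and 445 had a higher log2 FC after BP178 or after flg15, and r was 0.339.

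Against the NTC of both experiments, which differ from each other, BP178 had 268 higher, 71 lower and 54 above an FC of 4, and flg15 had 271 lower. BP178 then shared 156 with SA, 125 with JA and 90 with ethylene, had 54 alone, and r was -0.0246. The log2 FC after BP178 of anthocyanidin synthase (Solyc08g080040) became 0.84 and that of dihydroflavonol reductase (Solyc02g085020) 1.26. For both, the NTC of experiment 2 lay far below those of experiment 1.

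With array weights, BP178 had 15 lower and 13 alone, flg15 52 lower, and 57 and 59 had a higher log2 FC after BP178 or after flg15. Median centring gave 40 lower after flg15 and 22 with a higher log2 FC after flg15, a trended robust prior 13 after BP178 alone, and the replicate block 5. By their values, 4 of 15 arrays in experiment 1 and 3 of 6 in experiment 2 matched best with their own replicate number. These are too few arrays to tell whether replicate numbers pair them. Over the range of identifiers, fewer probe sets were tested, and BP178 had 14 lower and 13 alone, with 58 and 59 higher after BP178 or after flg15. Named probe sets alone gave 68 with a higher log2 FC after BP178. Of 75 tests of gene lists, 39 passed with camera at the preset correlation, 15 with an estimated one and 36 with fry. Fits of 2 groups or of 1 experiment give no test of the difference between peptides.

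With 1 array left out, BP178 had 47 to 80 higher (47 without NTC replicate 2, 49 without BP178 replicate 2), 6 to 12 lower and 16 to 26 above an FC of 4. Ranges for flg15 were 110 to 180 higher and 7 to 151 lower (73, 12 and 7 without NTC replicates 1, 2 and 3 of experiment 2, 8 and 151 without flg15 replicates 1 and 2). SA had 1377 to 1723 higher and 1192 to 1663 lower, JA 1030 to 1210 and 954 to 1349, ethylene 647 to 1051 and 418 to 492, and the NTC comparison 1084 to 1351. BP178 shared 19 to 31 with flg15, 28 to 55 with SA, 27 to 48 with JA and 18 to 36 with ethylene, each lowest without NTC replicate 2 (BP178 replicate 2 gave 19, 29, 27 and 18, replicate 1 gave 21 with flg15 and 22 with ethylene). All treatments shared 2 to 6 (2 without NTC replicate 2 or BP178 replicate 2, 3 without BP178 replicate 1 or SA replicate 3). BP178 alone had 3 to 10 (4 without NTC replicate 2, 3 and 5 without BP178 replicates 2 and 3, 5 without SA replicate 1 or flg15 replicate 3).

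The number with a higher log2 FC after BP178 than after flg15 ranged from 7 to 57 (8 without NTC replicate 1 of experiment 1, 9 and 7 without NTC replicates 2 and 3 of experiment 2, 10 and 11 without BP178 replicates 2 and 3, 7 and 57 without flg15 replicates 1 and 2). The number higher after flg15 ranged from 19 to 52 (19 and 23 without NTC replicates 1 and 3 of experiment 1, 23 and 22 without NTC replicates 2 and 3 of experiment 2, 23 without BP178 replicate 2 or 3). For r the range was 0.107 to 0.440 (0.392 without NTC replicate 1 of experiment 2, 0.107 and 0.440 without flg15 replicates 1 and 2). Table 3 had 28 to 38, the PR families 14 to 20 (14 without NTC replicate 2, BP178 replicate 1 or BP178 replicate 2) and the RT-qPCR genes 3 to 4. Probe sets near the array medians are close to background, where changes are limited by signal.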

Differences from the paper's values

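For the probe sets or genes on the array, the paper gives 37815, whereas the deposited table holds 67795 rows. None of the alternatives set before the data were examined recounts the rows. A range of identifiers from the first named probe set to the last one of Supplementary Table 2 holds 38222 rows, and this range was chosen after seeing the values. It drops 0 of the paper's 112 changed transcripts after BP178 and 0 of its 191 after flg15 from testing, and calls 109 and 178 of them.

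At the paper's thresholds, 20 counts were set beside those it states, and 1, the array size, was over 1.5 times apart. The 52 fold changes of Table 3 differed by a ratio of at most 1.27. Of the paper's 112 changed transcripts after BP178, 88 were called here, with 5 called here alone, and of its 191 after flg15, 161 with 13 called here alone. Over the 112, r between the log2 fold changes was 0.999. The 573 SA rows that could be read were all called. They are the largest increases among 2974 rows sorted by FC, so this says little about the others.

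The paper lists all 52 transcripts of Table 3 as upregulated. Here 42 passed, and 10 did not, with adjusted p from 0.0547 to 0.0903. Among the 10 are the MYB factor Solyc02g087960 (log2 FC 1.40, adjusted p = 0.0903), the kinase Solyc09g061410 (1.13, 0.0853), the peroxidase entry Solyc07g056480 (1.32, 0.0798) and the lipid-transfer protein Solyc06g084190 (1.07, 0.0783). The restriction to the range of identifiers, chosen after seeing the values, calls all 10. Of the alternatives set earlier, a trended robust prior passes the MYB factor Solyc02g087960 in BP178 (adjusted p = 0.0464), Solyc09g061410 in BP178 (0.0481), Solyc07g056480 in BP178 (0.0394) and Solyc06g084190 in BP178 (0.0358). It passes 9 of the 10, array weights 7, the NTC of both experiments 6, the replicate block 3, leaving out dim probe sets 3, and experiment 1 alone and median centring 1 each. Leaving out an array passes 2 without NTC replicate 3 of experiment 1, and 1 each without NTC replicate 1, NTC replicate 2 or BP178 replicate 3. Named probe sets alone, also chosen after seeing the values, pass 6 and leave 34 of the paper's 112 untested. All 10 reach an FC of 2 without a test. Over the 112 transcripts, a trended robust prior calls 105, array weights 106, leaving out the dimmest 25% of probe sets 96, and FC without a test 112.

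The paper names 5 transcripts induced by all treatments. Those 5 were found here, and the chitinase Solyc10g055800 as well (adjusted p = 0.0311 after BP178). The one that the paper calls a hydrolase, Solyc12g045030, is annotated as a short-chain dehydrogenase. The paper counts a serine/threonine kinase, without an identifier, among the transcripts induced by BP178 alone. Solyc09g061410, a kinase of its Table 3, did not pass here. PR1b1, CLF1, the ABC transporter and the CXE carboxylesterase, which the paper also names, did. It names a glycosidase and a cold shock protein as well, without identifiers, and these were not matched here.

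The paper places Solyc07g056480 and Solyc09g011630 in PR9, the peroxidases, and both are annotated as glutathione S-transferases. It places Solyc06g034370 in PR6, and it is annotated as a pectinesterase. Solyc05g007950, placed in PR10, is annotated as a ribonuclease T2. By RT-qPCR the paper reports harpin overexpressed after BP178 and flg15, and on the arrays the probe set of that gene, Solyc10g081980, had log2 FC of 0.26 and 0.36. The paper also reports ERF and a WRKY factor overexpressed after flg15, and on the arrays the probe sets of these RT-qPCR genes, Solyc09g089930 and Solyc03g116890, each had a log2 FC of 0.31 (adjusted p = 0.624 and 0.783). BCB, PR5, PR7 and ERF, which the paper reports for BP178, were overexpressed on the arrays, and BCB, PR5 and PR7 after flg15 as well.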

Other observations

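In this part the gene lists, the tally of the NTC and the use of the test of transcripts overexpressed after BP178 alone to test an explanation were chosen after results had been seen.

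Each treatment and its NTC make 6 arrays, which allow 10 groupings into 3 and 3, too few for a share below 0.05. The real grouping was in each case the only 1 with as many called probe sets. It called 93 probe sets for BP178, 174 for flg15, 2968 for SA, 2262 for JA and 1252 for ethylene, and the highest other grouping called 1 for flg15 and 0 for each of the others.

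Of the 8 transcripts overexpressed after BP178 alone, 0 were higher than after all 4 other treatments by limma's test of the difference (3 at an unadjusted p below 0.05). For some of them, a candidate explanation is calls of the other treatments just short of the threshold. Geranylgeranyl pyrophosphate synthase 1 had a log2 FC of 0.95 after SA, with an adjusted p of 0.0115 from limma. CLF1 and the ABC transporter had at most 0.48 and 0.50 after the other treatments, which is not close to the FC threshold. Their differences from flg15 did not pass limma's test (adjusted p = 0.239 and 0.237), so a response to the other treatments is not excluded.

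Transcripts overexpressed after BP178, flg15, SA or JA were more often higher in the NTC of experiment 1 than in those of experiment 2, with 21 against 5 of the 84 after BP178, 41 against 4 of the 148 after flg15, 147 against 23 of the 1531 after SA and 117 against 41 of the 1109 after JA. After ethylene the numbers were close, with 67 against 75 of 800. The NTC of experiment 2 enter both the flg15 calls and this tally, so low values there favor both. Among lowered transcripts the numbers were 9 against 0 after BP178, 128 against 117 after SA and 141 against 73 after JA. They were 145 against 29 after ethylene and 3 against 8 after flg15. High values in the NTC of experiment 1 favor both lower calls after BP178, SA, JA and ethylene and a higher count for experiment 1. High values in the NTC of experiment 2 likewise favor lower calls after flg15 and a higher count for experiment 2. These numbers are therefore not independent of the calls.

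Across all probe sets, the covariance of the log2 FC after BP178 with that after SA was 0.0422, with JA 0.0392 and with ethylene 0.0403. Simulated unchanged groups that share NTC arrays gave 0.0193, 0.0192 and 0.0192, so the shared NTC account for part of each. With flg15, which has its own NTC, it was 0.0032. The 6 NTC arrays are too few to give each treatment separate ones.

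Of the tests of gene lists after a treatment, 15 passed with both the preset and the estimated correlation, and the PR, JA, SA and ethylene lists of 5 of them are given at the claims. In the others, flavonoid synthesis was lower after JA and ethylene, with 3 of 4 genes called each time (camera adjusted p = 7.27e-05 and 8.77e-06, and 0.0369 and 0.0168 with an estimated correlation). WRKY genes were higher after JA and ethylene, with 3 of 5 called each time (adjusted p = 4.56e-05 and 1.7e-05, and 0.019 and 0.0136 with an estimated correlation). ERF genes were higher after ethylene, with 2 of 7 called (adjusted p = 2.47e-06, and 0.00762 with an estimated correlation), and after JA, with 1 called (adjusted p = 0.00379 and 0.0479). Flagellin perception and early immune signaling was higher after SA, with 2 of 7 called (adjusted p = 6.65e-05 and 0.0436), and after JA, with 1 called (adjusted p = 0.000811 and 0.0438). After JA, ethylene receptors and signaling were higher, with 3 of 14 called (adjusted p = 8.29e-07 and 0.0438), and PR genes, with 3 of 12 called higher and 1 lower (adjusted p = 0.000811 and 0.0438).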
